# Modulation of the transcription regulatory program in yeast cells committed to sporulation

**DOI:** 10.1186/gb-2006-7-3-r20

**Published:** 2006-03-08

**Authors:** Gilgi Friedlander, Daphna Joseph-Strauss, Miri Carmi, Drora Zenvirth, Giora Simchen, Naama Barkai

## Abstract

**Background:**

Meiosis in budding yeast is coupled to the process of sporulation, where the four haploid nuclei are packaged into a gamete. This differentiation process is characterized by a point of transition, termed commitment, when it becomes independent of the environment. Not much is known about the mechanisms underlying commitment, but it is often assumed that positive feedback loops stabilize the underlying gene-expression cascade.

**Results:**

We describe the gene-expression program of committed cells. Sporulating cells were transferred back to growth medium at different stages of the process, and their transcription response was characterized. Most sporulation-induced genes were immediately downregulated upon transfer, even in committed cells that continued to sporulate. Focusing on the metabolic-related transcription response, we observed that pre-committed cells, as well as mature spores, responded to the transfer to growth medium in essentially the same way that vegetative cells responded to glucose. In contrast, committed cells elicited a dramatically different response.

**Conclusion:**

Our results suggest that cells ensure commitment to sporulation not by stabilizing the process, but by modulating their gene-expression program in an active manner. This unique transcriptional program may optimize sporulation in an environment-specific manner.

## Abstract 2

Analysis of the gene expression program in yeast cells suggests that commitment to sporulation involves an active modulation of the gene expression program.

## Background

Meiosis is a specialized cell division by which haploid gametes are generated from diploid cells. The principal features of meiosis are common to all eukaryotic organisms and include a single round of DNA replication ('premeiotic' replication) followed by two consecutive nuclear divisions, meiosis I and meiosis II. In the first meiotic division homologous chromosomes segregate to opposite poles, whereas in the second division the two sister chromatids separate from each other. Meiosis is characterized by a high frequency of recombination events, occurring during a prolonged prophase that separates DNA replication from the first meiotic division. This genetic exchange between homologous chromosomes ensures that they segregate properly and that the offspring differ genetically from their parents and from each other.

The meiotic process is coupled to a program of cellular differentiation, which ultimately packages the haploid nuclei into gametes. In the budding yeast *Saccharomyces cerevisiae*, meiosis is coupled to the process of sporulation, in which the four haploid nuclei are packaged into spores (Figure 1a). In this organism, diploid cells initiate meiosis when starved for glucose and nitrogen. Starvation signals as well as diploidy induce the transcription of *IME1*, which functions as a master regulator of the sporulation process [1-5]. By activating meiotic regulators, Ime1 initiates a transcription cascade (Figure 1b). In addition, Ime1 directly induces the first wave of meiotic gene induction, consisting of genes involved in early meiotic events, such as DNA replication, recombination, and synaptonemal complex formation. The second wave of gene induction is observed at mid-sporulation, at about the time when the cells initiate the first meiotic division, and includes genes involved in the two meiotic divisions and spore-wall formation. Notably, the principal regulator of mid-sporulation genes, Ndt80, autoactivates its own expression [6]. Genome-wide assessment of transcription during sporulation in yeast has revealed more than 1,000 genes whose mRNA levels were significantly induced or repressed during the process [7,8]. High-throughput loss-of-function studies have shown that some, but not all, of these induced genes are indeed essential for meiosis and spore formation [9-11].

Diploid yeast cells undergoing early stages of meiosis and sporulation may return to the mitotic cell division if provided with nutrients, especially glucose and a nitrogen source. These return-to-growth (RTG) cells complete some meiotic processes, such as high-frequency recombination [12,13], but switch to the mitotic mode of chromosome segregation and produce diploid cells, following a single division. It is not yet clear how RTG cells resolve the high frequency of double-strand breaks to ensure chromosomal fidelity, and how the cells reinitiate the mitotic cell-cycle program after DNA replication but before chromosomal separation.

RTG may occur only up to a certain stage in the sporulation process. Beyond this stage, cells will continue with sporulation events even if challenged with rich nutritional conditions. This stage of irreversibility was termed "commitment to meiosis" [14]; it occurs after premeiotic DNA replication and recombination have taken place, but before meiosis I. This commitment is probably essential for ensuring cell viability, as the sporulation process involves drastic changes in morphology, chromosomal state and cell-wall composition, which may be hazardous if abandoned before completion.

The molecular mechanism underlying commitment is not understood. It was proposed that commitment to the meiotic process involves the separation of spindle pole bodies (SPBs) [15]. Indeed, SPB separation was shown to correlate with commitment to mitosis [16]. Conditions that impair late sporulation events may also impact on commitment [17]. In particular, cells mutated in the *SPO14 *gene, which codes for phospholipase D and is required for late sporulation events, are able to return to growth even after completing meiosis I [17]. The role of phospholipase D-dependent signaling in the progression of the meiotic program is not yet clear.

To better understand the process of commitment to meiosis, we examined the genome-wide transcription response triggered by the transfer of sporulating cells to rich growth medium at different stages of the process. At all stages, the transfer initiated large-scale changes in the gene-expression pattern. The majority of genes that were induced during sporulation were immediately repressed upon the transfer to growth medium, even in committed cells that continued to sporulate. At the same time, committed cells displayed a unique response to nutrients, which was dramatically different from that observed in all other cell types examined (pre-committed cells, spores or vegetative cells exposed to glucose). This unique response consisted of metabolic-related genes, as well as genes involved in competing developmental processes such as pseudo-hyphal growth. Our findings suggest that commitment to meiosis is achieved not by stabilizing the transcription cascade, but rather by an active modulation of the gene-expression program, the detailed nature of which is only starting to be unraveled.

## Results

### Experimental design

To examine the transcription program associated with commitment to sporulation, we employed the RTG experimental paradigm [12,18]. The sporulation process was initiated by transferring cells to sporulation medium (SPM). Cells were allowed to progress through the process for varying lengths of times, and were then transferred back to nutrient-containing media (Figure 1c). Cells that were transferred early, before the initiation of the first meiotic division, grew buds and resumed mitotic divisions. In contrast, most cells transferred at later stages continued the sporulation process to produce spores [12,14,18] (Figure 1d-e).

To define the time of commitment, we first followed meiotic landmarks events (Figure 1d). Previous studies associated commitment with a time before the completion of meiosis I, which in our conditions occurred at around 5-6 hours in SPM. Indeed, cells that were transferred to yeast extract/peptone/dextrose medium (YPD) after five hours in SPM continued through the second meiotic division also in YPD (Figure 1e). As a more direct assay of commitment, we transferred cells from SPM to a solution containing 4% glucose (see Materials and methods). Glucose is a potent inhibitor of sporulation initiation, and indeed, cells that were transferred early (less than five hours in SPM) abandoned the sporulation program and arrested the cell cycle. In contrast, most cells transferred at a later stage, after being more than five hours in SPM, continued the sporulation process and generated mature spores (Figure 1f). Taken together, we conclude that commitment occurs at around 5-6 hours in SPM. Significantly, mature spores began to appear only at about 8 hours in SPM, reaching the maximum percentage at about 12 hours in SPM (Figure 1d). Thus, the sporulation process continued in rich medium for a considerable period of time before cells became mature spores.

We used DNA microarrays representing the full yeast genome to characterize the genome-wide expression profile at subsequent time points following the transfer of sporulating cells to rich growth medium (YPD, Figure 1c). We examined also the gene-expression profile before the transfer, during the sporulation process itself, and compared it with the corresponding transcription program characterized in two previous reports (Figure 2); Of the approximately 1,400 genes that were induced more than twofold during sporulation in our experiments, 576 were induced in both previous studies, and 484 additional genes were induced in just one of these studies. Notably, the number of genes that were induced only in our experiment (about 350) is comparable to the number of genes identified uniquely by one of the studies (285) [7] and is significantly lower then the number of genes identified uniquely by the other (815) [8]. Moreover, the overall correlation between all three experimental time courses is highly significant, with the highest correlation found between our study and the study of Chu *et al*. [7] (Figure 2a,b, and see Materials and methods for calculation of these correlations).

The transfer of sporulating cells to YPD led to a large-scale change in gene expression. Following the transfer, about 1,000 genes were induced by at least twofold. The identity of the induced genes differed between early or late sporulating cells (see below). The number of repressed genes varied somewhat between early and late sporulating cells: around 1,200 genes were repressed over twofold in cells that were transferred early, whereas only around 480 genes were repressed when cells were transferred later in the sporulation process. Evidently, sporulating cells sense and respond to the growth medium at all stages of the sporulation process, even after they have become committed to its completion.

### The return to growth (RTG) transcription program

Cells that were exposed to growth medium during the early stages of meiosis returned to mitotic growth. As expected, these cells responded to YPD by immediately downregulating virtually all genes that were induced as part of the early meiotic program (Figure 3a). Early meiotic genes are directly induced by the transcription factor Ime1 [3], and their downregulation is probably a direct consequence of the glucose-dependent repression of *IME1 *(Figure 3b) [1]. The reduction in *IME1 *expression during sporulation from a peak at three hours seems moderate compared with results from northern analyses [1,19], but is consistent with previous microarray experiments [7,8]. These differences may be due to the different sensitivity of microarray versus northern analysis.

To try and infer the stage through which the cells re-enter the mitotic cell cycle, we examined the response of genes known to be regulated during different phases of the mitotic cell cycle [20,21]. The G1 cyclin gene *CLN3 *was immediately induced on the addition of YPD (Figure 3c). Indeed, Cln3 promotes entry to the cell cycle [22] and serves as a negative regulator of meiotic initiation [23,24]. Its induction during the return to growth may thus assist in switching from meiosis to mitotic growth. None of the other cyclins or cyclin-dependent kinases was similarly induced. The overall pattern of gene induction, however, was hard to interpret as it did not resemble any of the mitotic cell-cycle phases. For example, although a significant portion of the genes that are upregulated during either G1 or the M phase of the mitotic cycle were induced also during RTG, others, with similar expression patterns during the mitotic cycle, were not (see Additional data file 3). A likely explanation is that individual cells induce different cell-cycle genes depending on which stage of meiosis they are coming from, and this mixture of cell-cycle genes reflects the incomplete synchronization of our culture. In support of that interpretation, genes that are induced during the S phase of the mitotic cell cycle were induced during RTG only when the transfer was done early enough (two hours in SPM) but not later (see Additional data file 3).

In addition to reprogramming their gene expression, RTG cells need to resolve meiosis-specific events and structures. For example, the meiosis-specific alignment of homologous chromosomes during the first meiotic division [25-27] does not exist during mitosis. Indeed, the synaptonemal complex (SC) structures, associated with meiotic pairing, disappear rapidly upon RTG [13]. Moreover, meiosis is characterized by a high level of post-replication double-strand breaks (DSBs), which are required for initiating recombination events. Single-gene studies indicated that in addition to the meiotic repair pathways, additional mitotic DNA repair pathways are used to resolve those breaks during RTG [13]. Not much is known about the processes that are involved in the RTG program, however.

To characterize RTG pathways we analyzed the expression pattern of genes associated with DNA-related processes [28]. Interestingly, most such genes were induced either during sporulation or during the return to the mitotic cell cycle, with only a few induced during both processes (see, for example, Figure 3d). It is likely that genes that are induced during RTG, such as *HAM1*, *RAD55*, and *MSH1*, participate in this process. A comprehensive classification of genes according to their time of induction is provided in Additional data file 3. The classification of homologous genes is also given in Additional data file 3.

### Downregulation of sporulation-specific genes in committed cells

In contrast to early meiotic cells, which responded to YPD by returning to mitotic growth, cells at later stages of sporulation continued to sporulate in rich medium (Figure 1e-f) [14,18]. Surprisingly, also in these committed cells, the exposure to YPD led to a rapid downregulation of most sporulation-specific genes. For example, of the 269 genes that were induced more than twofold during mid-sporulation, around 125 were downregulated within the first 10 minutes of transfer to YPD, and around 100 additional genes were downregulated within the next 30 minutes (data not shown). Only 24 genes (9%), most of which associated with spore-wall biogenesis, maintained stable expression for longer times (Figure 4a, and see Additional data file 3).

Large-scale phenotypic studies have shown that only a portion of the genes that are induced during sporulation are also required for the process [9,29]. One possibility is that the sporulation-induced genes that were repressed upon the transfer to YPD are not in fact required for sporulation. To test this possibility, we examined in detail the properties of the repressed genes. This set included numerous cell-cycle genes that are required for the two consecutive meiotic divisions [30-32], such as genes coding for most components of the anaphase-promoting complex (APC), its activator Cdc20, the B-type cyclins Clb1,3-6, the polo-like kinase Cdc5, the securin Pds1, the gene *CDC15 *and the kinesin-like coding gene *KAR3 *(see Additional data file 3). Several genes involved in spore-wall formation were also identified. Thus, many of the genes that were immediately repressed upon the addition of YPD have a well-established role in sporulation.

Moreover, the major meiotic regulator genes such as *IME2 *and *SMK1*, were also repressed upon transfer to rich medium (see Additional data file 2). In particular, *NDT80*, the master regulator of the mid-sporulation genes, was downregulated as well (Figure 4b). This indicates that the capacity of Ndt80 to autoactivate its gene expression is not sufficient for stabilizing its expression on exposure to rich growth medium. Interestingly, neither glucose alone nor acetate- and nitrogen-containing growth medium (yeast extract/peptone/potassium acetate (YPA)) were sufficient to cause this downregulation, indicating a combinatorial requirement for both factors (Figure 4a).

### Downregulation of sporulation-induced genes in committed cells is independent of *NDT80 *or *SUM1*

The sporulation-specific expression of most mid-sporulation genes is induced directly by the meiotic regulator Ndt80 [6], and is inhibited by the meiotic repressor Sum1 (Figure 1b). Ndt80 and Sum1 compete for the same DNA sequence [33]. During sporulation in SPM, Ndt80 is activated, whereas Sum1 is targeted for degradation, leading to the induction of mid-sporulation genes [34]. We asked whether the downregulation of mid-sporulation genes in YPD reflects a repression of Ndt80 expression, or perhaps an accumulation of Sum1. To examine this possibility, we constructed a strain that maintained stable expression of *NDT80 *on transfer to YPD. This was done by replacing the endogenous *NDT80 *promoter with a promoter of the gene *SPS4 *(Figure 5a,b). Maintaining stable *NDT80 *expression did not eliminate the downregulation of most mid-sporulation genes (Figure 5c). Moreover, downregulation was also observed in a strain deleted of the mid-sporulation repressor gene *SUM1 *(Figure 5c). Those results indicate that the observed repression does not depend on the expression of the meiotic regulators, but may result from post-transcriptional modification of Ndt80, or from more direct effects of the growth medium.

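The Δ*sum1* cells were diploids of the SK1 background, a laboratory strain that sporulates rapidly and synchronously. They spent 6 hours in SPM, a medium that supplies acetate but no nitrogen source, and part of the culture was then moved to YPD, which is rich in glucose and nitrogen. RNA was collected at 6 hours in SPM and after 20 and 40 minutes in YPD, and each of the 3 samples was hybridized to 1 array, so no time point has a replicate culture. The arrays carried PCR products of 6218 genes, each in 2 adjacent spots. Wild-type cells growing in YPA, a rich medium with acetate as its carbon source, gave the reference. By the channel labels, the scanner headers and Additional data file 1 the Δ*sum1* sample was labeled with Cy5 and the reference with Cy3, whereas the labeling protocol deposited with the samples names the dyes the other way round; a log2 ratio above 0 is read here as a higher level in Δ*sum1* cells. The authors subtracted the local background from each spot, raised signals under a floor to that floor, took the log2 ratio of Cy5 to Cy3, subtracted the median of the array, omitted bad spots after inspection and averaged the duplicate spots. Here the log2 ratios were computed again from the deposited spot intensities, with no spot omitted and with floors recovered from the authors' deposited values, because the mean of the buffer spots, which Additional data file 1 gives as the floor, does not lead to those values. The resulting log2 ratios equaled the authors' deposited values within 0.001 for 97.9% of the genes compared at 6 hours, 98.4% at 20 minutes and 98.1% at 40 minutes, in part because the floors come from the same values. After background subtraction, the median Cy5 signal of the gene spots was 4280 at 6 hours in SPM, 2748 at 20 minutes and 1616 at 40 minutes in YPD, and the median Cy3 signal was 3939, 3399 and 2811. The pooled SD between duplicate spots was 0.15, 0.17 and 0.19 on the log2 scale, and that of a change from 6 hours in SPM was 0.23 at 20 minutes and 0.24 at 40 minutes. These SDs hold the noise of spots only, because duplicate spots share one RNA sample, one labeling and one slide. Over all genes the median change was -0.25 at 20 minutes and -0.32 at 40 minutes. With 1 array per time point no test was made, and genes were classed by the limits of Figure 4c, 1.5-fold for lower or higher and 1.3-fold for stable expression. No Δ*sum1* culture kept in SPM for the further 20 or 40 minutes is among the arrays, so the change of medium, the time that passed and the slide cannot be told apart.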

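*SUM1* itself had a log2 ratio of -1.76 ± 0.07 (SD of 2 spots) at 6 hours in SPM, -1.37 ± 0.01 after 20 minutes and -1.64 ± 0.16 after 40 minutes in YPD. This places it 3.38-fold, 2.59-fold and 3.12-fold below the wild-type reference, with 404, 1192 and 976 genes lower still. Its Cy5 signal stayed above the floor used here in every spot. Its mean Cy5 signal was 1771, 1304 and 904, against means over the buffer spots of 1650, 1304 and 1236 and medians over them of 749, 460 and 438. Whether the remaining signal is background was not tested, and these values alone do not show the deletion. Genes of the meiotic divisions were lower after the transfer to YPD, whereas genes of the spore wall and prospore membrane were divided. The division list was drawn in part from genes that the paper names as repressed in YPD. Its contrast with the spore wall list is therefore not independent of the paper's grouping. Of 29 division genes, 23 were lower by at least 1.5-fold at 20 minutes than at 6 hours in SPM and 0 were higher, and 27 were lower and 1 was higher at 40 minutes. Their median change was -1.34 at 20 minutes and -1.81 at 40 minutes, below each of 10000 random lists of 29 genes matched on signal. The matching was on the mean signal of both channels and not on the ratio at 6 hours. The 1338 genes at least 2-fold above the reference at 6 hours had median changes of -0.68 and -0.95, so part of this distance may come from the choice of induced genes. The cyclin genes *CLB1*, *CLB4*, *CLB5* and *CLB6* changed by -1.48, -1.50, -1.93 and -1.33 at 20 minutes and by -1.98, -2.15, -1.93 and -2.01 at 40 minutes, and *CLB3* by -0.57 and -0.72, with a range over settings from -1.14 (the mean over the buffer spots as the floor) to -0.25 (Cy5 alone) at 20 minutes and from -1.40 to -0.42 in the same settings at 40 minutes, so its 1.5-fold call depends on the setting. Both Cy3 spots of *CLB6* were under the floor on all 3 arrays, so its ratios are bounds that depend on the floors. *CDC5*, which codes for the polo-like kinase, changed by -1.40 ± 0.14 and -2.03 ± 0.01 (SD of 2 spots), although by only -0.49 at 20 minutes in the Cy5 channel alone, and the securin gene *PDS1* by -1.46 ± 0.16 and -2.24 ± 0.28. The kinesin-like gene *KAR3* changed by -1.60 and -2.26, and *CDC15*, which codes for a kinase of mitotic exit, by -1.13 and -1.15. Among genes of the anaphase-promoting complex, *DOC1* changed by -3.20 and -2.96 and *MND2* by -2.69 and -2.61, whereas the activator gene *CDC20* changed by -0.51 (from -0.98 to -0.28 over settings) and -1.15. One of the 2 Cy5 spots of *DOC1* was under the floor at each time in YPD, so its changes depend on the floor, and with the mean over the buffer spots as the floor they were -1.58 and -1.60, and those of *MND2* -1.98 and -1.70. The 1 division gene that was higher, *AMA1*, codes for the meiosis-specific activator of that complex and changed by 0.32 and 1.34; in the Cy5 channel alone its change at 40 minutes was 0.07. Of 38 spore wall and prospore membrane genes, 9 were lower, 5 were higher and 17 were within 1.3-fold at 20 minutes, and 15 were lower, 12 were higher and 5 were within 1.3-fold at 40 minutes. The median change of this list was 0.17 at 20 minutes and 0.18 at 40 minutes, at the 97.7 and 98.0 percentiles of matched random lists, which were not matched on Cy5 intensity. For 10 of the 38 genes at 20 minutes and 9 at 40 minutes, Cy3 was under the floor in every spot of both arrays compared, so their changes depend on the floors. *SPO1* changed by -2.57 and -3.04 and *RRT8* by -1.92 and -2.65, whereas *SSP2*, which is needed for the outer spore wall, changed by 0.65 and 1.17 (0.52 at 20 minutes in the Cy5 channel alone and 0.51 at 40 minutes with the mean over the buffer spots as the floor, both under 1.5-fold), and *DTR1*, which codes for a transporter of dityrosine precursors, by 1.34 ± 0.70 and 0.88 ± 0.43 (SD of 2 spots). In the Cy5 channel alone *DTR1* changed by 0.39 and 0.20, and with the mean over the buffer spots as the floor by -0.64 at 40 minutes. Over the 81 mid-sporulation genes of all 3 lists, 34 were lower and 6 higher at 20 minutes (33 and 1 in the Cy5 channel alone), and 47 were lower and 17 higher at 40 minutes. The 17 became 5 with normexp, 4 with normexp and loess, 11 without spots of low signal-to-noise ratio, 7 with a limit of 2-fold and 2 with the mean over the buffer spots as the floor. All 17 had a Cy5 intensity above 30000 at 6 hours, so none is left without such genes. The 7 mid-sporulation genes within 1.3-fold at both times were all above 30000 as well. Whether the 17 genes were induced in YPD therefore stays open. The median change of the 81 genes was -0.43 at 20 minutes and -1.02 at 40 minutes, at the 27.4 and 0.1 percentiles of matched random lists, so at 20 minutes the whole group is not set apart from other genes. The 34 genes lower at 20 minutes were all lower at 40 minutes as well. At 6 hours the Cy5 gene spots number 292 between intensities of 25000 and 30000, 302 in the next 5000 and 296 in the 5000 above, although none exceeds 60000, and 32 of the 38 spore wall genes and 15 of the 29 division genes were above 30000. Whether a change is measured in full at such intensities was not tested. The median Cy5 signal of the gene spots fell from 4280 at 6 hours to 1616 at 40 minutes. Whether subtracting the array median makes spots that stay bright look higher was not tested either. The 6 spore wall genes at or below 30000 had median changes of -1.10 and -1.33. Division genes changed alike above 30000 (-1.26 and -1.81) and below it (-1.39 and -1.87). However, only 1 of the 15 bright division genes was still above 30000 at 20 minutes and 0 at 40 minutes, against 23 and 13 of the 32 bright spore wall genes. The division genes therefore cannot show whether a change is measured in full in genes that stay bright. The median of the spore wall list at 40 minutes turned to -0.53 with the normexp background correction, -0.62 with normexp and loess, -0.21 without spots under the floor, -0.36 without spots of low signal-to-noise ratio and -0.59 with the mean over the buffer spots as the floor.

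**Figure D1:**
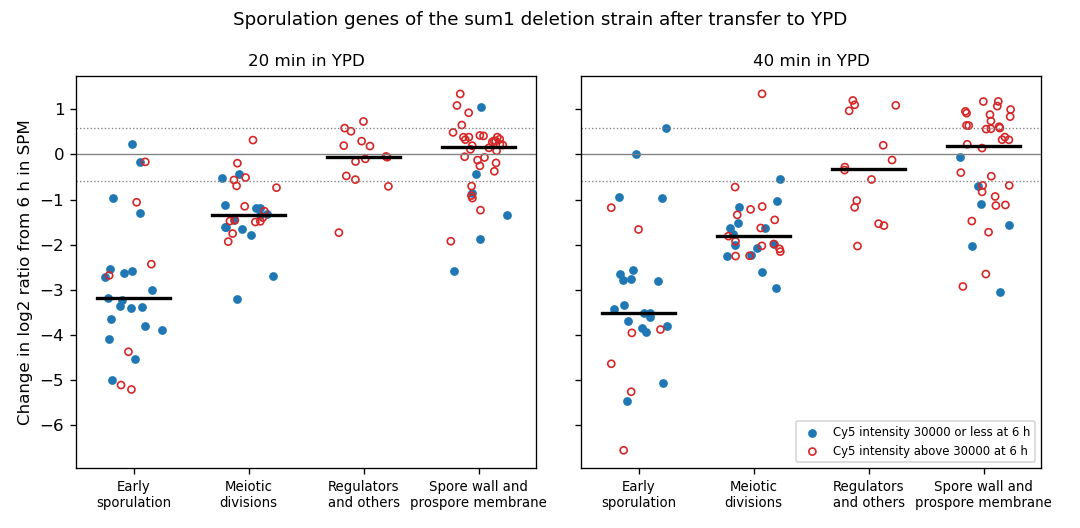
Change in log2 ratio (vertical axis) of each gene of 4 lists after 20 minutes (left) and 40 minutes (right) in YPD, from 6 hours in SPM; each point is 1 gene (mean of 2 spots, 1 array per time point), black bars are list medians, dotted lines mark 1.5-fold, and open red circles are genes with a Cy5 intensity above 30000 at 6 hours. The early sporulation and division genes lie mostly below the lower dotted line, while most spore wall genes are open circles that lie on both sides of 0, with medians of 0.17 and 0.18.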

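Among the regulators, *NDT80* stayed far above the wild-type reference in Δ*sum1* cells. Its log2 ratio was 5.80 ± 0.02 (SD of 2 spots) at 6 hours in SPM, 5.64 ± 0.04 after 20 minutes and 5.25 ± 0.12 after 40 minutes in YPD, a change of -0.16 and -0.56; the change at 40 minutes ranged from -1.31 with normexp and loess, lower by more than 1.5-fold, to -0.14 in the Cy5 channel alone. *IME1*, which codes for the activator of early sporulation genes, changed by -5.11 ± 0.20 at 20 minutes and -6.55 ± 0.13 at 40 minutes. The kinase gene *IME2* was lower as well, by -0.71 and -1.58 (-0.40 at 20 minutes in the Cy5 channel alone). *SMK1*, which codes for a kinase of spore wall assembly, changed by 0.18 and -0.35, but both of its Cy3 spots were under the floor at 40 minutes, and its change was then -1.10 with normexp and -1.20 with the mean over the buffer spots as the floor. Of the 14 mid-sporulation genes listed as regulators and others, 2 were lower by at least 1.5-fold, 1 was higher and 7 were within 1.3-fold at 20 minutes, and 5 were lower, 4 were higher and 4 were within 1.3-fold at 40 minutes. Within this list *SPS19* changed by -1.73 and -2.03, *SPS4* by 0.19 and 1.10, and *SGA1*, which codes for a sporulation-specific glucoamylase, by 0.58 and 1.08; with the mean over the buffer spots as the floor the changes of *SPS4* and *SGA1* at 40 minutes were 0.41 and 0.32, and that of *SGA1* was 0.37 with normexp. The median change of the list was -0.05 and -0.31, at the 77.3 and 63.9 percentiles of matched random lists. At 40 minutes it ranged from -0.97, lower by more than 1.5-fold, with the mean over the buffer spots as the floor to -0.10 without spots under the floor. Across all genes, 1338 were at least 2-fold above the reference at 6 hours in SPM. Of these, 714 (53.4%) were lower by at least 1.5-fold at 20 minutes, 159 were higher and 327 (24.4%) were within 1.3-fold, and at 40 minutes 854 (63.8%) were lower, 171 were higher and 202 (15.1%) were within 1.3-fold. At both times 683 were lower. With the mean over the buffer spots as the floor, 72 were higher at 20 minutes and 49 at 40 minutes, when 1094 were lower. In the Cy5 channel alone 227 were higher and 714 lower at 40 minutes. All 14 genes of the regulator list had a Cy5 intensity above 30000 at 6 hours, and both Cy3 spots of *NDT80* were under the floor on that array. The paper takes the lower expression of mid-sporulation genes in this strain together with that in the strain with stable *NDT80* expression, which was not analysed here. From both, its reading is that the repression is independent of the expression of meiotic regulators. As possible sources it offers a modification of Ndt80 after transcription or a more direct effect of the growth medium. The paper describes no assay of commitment for Δ*sum1* cells, so whether this culture was committed at 6 hours is not known here.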

### The general response to glucose is dramatically modified in committed cells

Taken together, our results indicated that the transfer of sporulating cells to glucose-containing growth medium altered the expression of most sporulation-specific genes, even in committed cells that proceed to become viable spores in rich medium. We next asked whether the transfer of sporulating cells to YPD altered the expression of additional genes, which are not part of the normal sporulation cascade. Such a response could reflect general effects of the growth medium. Alternatively, it could also indicate specific regulation that is important for ensuring the continuation of meiotic progression in rich medium.

Glucose is also a potent regulator of gene expression in vegetative cells. The transcription response of yeast cells to glucose was characterized in a recent study [35], showing a dramatic modification of the transcription program. Altered expression was observed for numerous genes involved in metabolic processes, as well as in protein synthesis [35]. We asked whether the addition of glucose-containing growth medium to sporulating cells invokes a similar metabolic response. To eliminate differences resulting from the response of sporulation-specific genes, we focused on 936 genes whose expression was altered by the addition of glucose to vegetative cells [35] and which showed a significant response also in our experiment.

Clearly, pre-committed cells responded to rich medium in essentially the same way as vegetative cells respond to glucose (Figure 6a). In sharp contrast, cells that were transferred to rich medium after commitment, but before the completion of the sporulation process, displayed a strikingly different response (Figure 6a). For example, a large number of genes involved in rRNA processing, which are induced by glucose in vegetative cells, were not induced in committed cells (Figure 6b). Similarly, genes that are normally repressed by growth medium, such as those involved in gluconeogenesis, were not repressed in committed cells (Figure 6c). An interesting exception was the genes coding for ribosomal proteins, which were induced by YPD in all cells irrespective of their stage of sporulation (Figure 6d).

To examine whether this distinct transcription response to glucose is a property of cells maturing in the sporulation process, we also examined the response of fully developed spores, which have been in sporulation medium for three days. In those cells, the addition of rich medium initiates the process of germination. Interestingly, spores responded to rich medium in essentially the same manner as vegetative or pre-committed cells (Figure 6a). We conclude that the modified transcription response, observed in committed cells, characterizes the sporulation process itself, and not the mature spore state.

### Gene expression during sporulation in YPD

Next we asked which genes are induced specifically in committed cells on transfer to YPD. Such genes could be classified into two groups. First, a 'process-linked' group was defined. Genes in this group were induced during late meiosis in SPM (at around 8-9 hours), and were also induced in YPD, at variable times that appeared to be linked to the progression of sporulation (Figure 6e). Second, a 'commitment-specific' group was defined, which included genes that were induced by YPD specifically in committed cells (Figure 6f). Genes in this group were not induced during normal meiosis in SPM, and were also insensitive to YPD during early sporulation.

About 60 genes display a 'process-linked' expression pattern (see Figure 6e and Additional data file 3). Among these we identified two sporulation-specific genes, which are involved in spore-wall formation (*DIT1 *and *SPS100*). Surprisingly, however, most genes in this group are not in fact classified as sporulation genes, and do not have a recognized role in the process. Rather, most genes in this group are associated with the general environmental stress response (ESR), which is invoked in response to a variety of different environmental stresses [36,37]. Examples include genes coding for heat-shock proteins (such as *HSP12*, *GRE1*, and *SIP18*), for the stress-induced transcription factor Xbp1, and for the Tor1 kinase. Accordingly, the promoter regions of most of those genes contained the stress-response element CCCCT. The induction of this gene group may reflect some stress signal associated with the progression of sporulation.

The 'commitment-specific' gene group included around 65 genes that were induced by YPD specifically after commitment. In parallel, about 50 genes were repressed by YPD specifically after commitment (see Figure 6f-g and Additional data file 3). Those genes may be part of a modified transcription program that assists the continuation of the sporulation process in rich medium. Interestingly, the repressed group includes two genes that function in the pseudohyphal growth pathway (*MUC1 *and *MSB2*). It is likely that repression of these genes assists in the inhibition of this alternative developmental route.

In vegetative cells, much of the glucose effect is mediated through cyclic AMP-dependent protein kinases (PKAs), which are activated upon the addition of glucose [38,39] (Figure 7a). In particular, active PKAs block the onset of sporulation [40]. Notably, *BCY1*, which codes for the negative regulatory subunit of the PKAs, was specifically induced in committed cells (Figure 7b). To gain further insight into the regulation of the PKA pathway, we analyzed the expression pattern of genes whose glucose-dependent induction in vegetative cells is mediated by the PKA pathway. Indeed, these genes altered their expression upon the addition of YPD to early meiotic cells, but not when YPD was added to cells that have progressed beyond the commitment point (Figure 7c,d). Taken together, it appears that the addition of glucose-containing growth-medium to committed cells leads to the repression, rather than activation, of the PKA pathway.

## Discussion

Differentiation processes proceed through a sequence of events involving coordinate modulations of morphology and gene expression. In many cases, once the process has passed a certain stage it becomes determined and loses its dependence on environmental signals. This transition is termed commitment. Mechanisms for achieving commitment can be classified into two broad classes. First, a passive mechanism might be imagined, whereby the process becomes effectively insulated from the external signals. Alternatively, commitment might require an active modulation of the signaling apparatus, which senses the external signal, but interprets it in a specific manner that optimizes the continuation of the process in changing conditions.

Differentiating cells could be insulated from the environment through the inhibition of essential sensory receptors, such as the receptors for glucose or nitrogen in the case of yeast sporulation. Effective insulation of the differentiation process could also be achieved through positive feedback loops that would render the process self-sustaining. Such positive feedbacks are ubiquitous in differentiation cascades. In the case of the *Xenopus *oocyte at least this positive feedback loop has been shown to be important for commitment [41]. Also in the case of yeast sporulation, the capacity of Ndt80 to autoactivate its own gene expression could in principle implement such a feedback.

Our gene-expression analysis ruled out the possibility that commitment to sporulation is achieved through a passive mechanism. Cells responded to nutrients at all stages of the sporulation process (see Additional data file 5 for a matlab program that enables the reader to view our data). In fact, within 5 minutes of the addition of rich medium, we observed a change in the expression pattern of over 1,000 genes (around 15% of the yeast genome). Importantly, this large-scale transcription response was dramatically different in committed versus non-committed cells, and was highly specific to the type of medium added. In particular, the response seen on addition of YPD (containing both glucose and nitrogen) was distinct from that observed on the addition of YPA (containing nitrogen and acetate, but not glucose) or on the addition of glucose alone. This indicates that the reduction in mRNA is a result of combinatorial regulation. The machinery of committed cells responds to the combination of glucose and nitrogen signals. This behavior suggests that active modulation of the response to external signals takes place. This modulation may play a central role in enabling the continuation of the sporulation process after the addition of nutrients.

How do the cells achieve commitment to meiosis? The continuation of sporulation in rich media poses two complementary challenges. First, cells need to overcome mitogenic signals, which in vegetative cells facilitate the mitotic program. Second, cells need to ensure the continuation of the sporulation process itself. Our data suggest that these two aspects are goverened by complementary molecular mechanisms.

The mitogenic effects of glucose are mediated to a large extent by the PKA pathway [42,43]. This pathway represents a central junction in the choice between the meiotic and the mitotic programs: Entry into the mitotic cell cycle requires high activity of this pathway, whereas entry into meiosis requires low PKA activity [40,44-48]. Interestingly, our data suggest that committed cells respond to glucose not by activating the PKA pathway, but rather by inhibiting it through the induction of *BCY1*, the gene coding for the negative regulatory unit of the PKAs. This inhibition is probably required in order to overcome mitogenic signals, to ensure the continuation of the meiotic program upon the addition of nutrients.

The addition of either YPD or glucose to committed cells failed to induce the typical set of glucose-responsive genes. In contrast, the addition of YPD (but not of glucose alone) had a dramatic effect on the sporulation cascade itself. In fact, the vast majority of genes that are induced during sporulation in SPM were immediately repressed. This repression did not reflect the lack of functional requirement, as many of the repressed genes had a well defined role in the two meiotic divisions or in the formation of the spore wall. It may be that the proteins encoded by these genes are already synthesized at the time of commitment in sufficient amounts to complete the meiotic division. Alternatively, it is possible that the downregulation of at least some of the mid-sporulation genes is in fact required to prevent a shift back to the mitotic cell cycle upon the addition of nutrients, thus augmenting the cells' commitment. Further work is needed in order to better understand the nature of this downregulation and its potential contribution to the commitment process.

Whereas the transcription program characterizing sporulation in sporulation medium (SPM) was practically eliminated in YPD, a group of around 60 late-sporulation genes was also induced in YPD, in a temporal manner that appears to be linked to the progression of the sporulation process. Surprisingly, the vast majority of these genes do not have a known role in sporulation. Rather, this group included a majority of stress-related genes, which are also induced in response to a variety of environmental stresses [36]. The timely induction of these genes may indicate the generation of some stress-related signal. Such stress could be initiated, for example, by the onset of spore-wall deposition, similarly to the stress signal that ensues after the formation of a mating projection (a shmoo) during the mating process [49]. In the case of mating, this stress signal is propagated through the protein kinase C (PKC) pathway to induce the second wave of gene expression. It is tempting to propose that here also, an analogous stress signal may be associated with the commitment, by marking the initiation of a particular developmental stage (for example, spore-wall formation) and triggering subsequent processes required for the completion of sporulation. It is of interest that the formation of the pro-spore membrane is initiated on the SPBs that were implicated in commitment [15]. Such a proposal may also be consistent with a potential role for *SPO14 *in both the formation of a spore membrane and the commitment to sporulation [50]. This proposition awaits further experimental validation.

In conclusion, previous theoretical and experimental work has shown that bistability, generated through positive feedback loops, can render a process irreversible by effectively isolating it from external signals [41,51-53]. In contrast, sporulating cells modulate their transcription program in response to changing conditions, proceeding through different alternative paths. This alternative strategy is likely to be beneficial when a differentiating cell is challenged not only with the removal of the initiating signal but also with competing signals that could potentially interfere with structural or morphological processes, or could signal alternative fates. The experimental design presented here could be applied to distinguish between these alternatives. Further studies are required to examine which of the two strategies is more prominent during cellular differentiation.

## Materials and methods

### Yeast strains and plasmids

All strains used for this study are of the SK1 genetic background and are listed in Additional data file 3. The *pSPS4-3HA-NDT80 *strain (GF18) was constructed by a one-step PCR-based replacement method [54] using the plasmid pFA6a-pSPS4-3HA-KanMX6. The latter was constructed by replacing the *GAL1 *promoter fragment in pFA6a-pGAL-3HA-KanMX6 with a 1 kb PCR fragment of the *SPS4 *promoter. Transformed haploids NKY1712 were mated with strain NE30. Integration to the correct site was verified by PCR. Diploids were selected on minimally supplemented yeast synthetic dextrose (SD) plates and were checked for sporulation efficiency on sporulation plates.

### Sporulation, return to growth, and germination experiments

The compositions of all media are given in Additional data file 3. Cells (NKY1551, JPY214, or GF18) were grown to saturation in YPD for 24 hours, diluted into YPA and grown overnight. The cells were then washed twice in sterile water and resuspended in SPM to initiate the sporulation process. At different stages of the sporulation process, cells were centrifuged and resuspended in rich medium. At each time point, 5 × 10^8 ^cells were frozen in liquid nitrogen. To monitor the meiotic divisions, 2 ml of cells were kept for staining with 4,6-diamidino-2-phenylindole (DAPI). To monitor recombination frequencies at the *HIS4 *locus, cells were plated on both YPD and -His plates, and colonies were counted after three days incubation at 30°C. All liquid cultures were grown at 30°C with constant shaking. Sporulation efficiency was determined by counting asci in the overnight SPM culture. For germination experiments, cells (DS1) were grown to saturation in YPD for 24 hours and plated on sporulation plates. Three-day-old asci were harvested and suspended in YPD at 30°C to initiate spore germination.

### DAPI staining

Cells (2 ml) were centrifuged for 30 seconds, fixed in 0.25 mM Tris, 70% ethanol and kept at 4°C. Before staining, cells were washed in 1× PBS solution (137 mM NaCl, 2.7 mM KCl, 8 mM Na_2_HPO_4_, 2 mM KH_2_PO_4_), sonicated for 5 seconds and centrifuged. One microliter DAPI (at a concentration of 25 μg/ml) was added to the pellet and incubated in the dark for 10 minutes at room temperature. The number of nuclei per cell was counted using a fluorescence microscope. Around 300 cells were analyzed for each sample.

### Defining the timing of commitment

To define the time of commitment, we transferred sporulating cells from SPM to a solution containing 4% glucose at various times (Figure 1f). Glucose is a potent inhibitor of sporulation initiation, but glucose alone does not support growth or germination. For each time point, we calculated the fraction of cells that became spores in over night glucose cultures. We used glucose rather then YPD in this experiment because glucose does not support growth of vegetative cells or germination of mature spores. This allows for a precise quantification of the fraction of spores after overnight incubation. In contrast, on transfer to YPD, the uncommitted cells initiate growth and cell division, and quickly take over the population. Moreover, as the culture is not fully synchronized, some spores may start to germinate early, while others have not yet become spores. We normalized for this effect when looking at the completion of meiotic division II among DAPI-stained cells (Figure 1e), but such normalization is difficult for the longer times corresponding to spore maturation. Thus, although we clearly saw the formation of mature spores in cells transferred to YPD after five hours in SPM, it was difficult to use this fraction as a quantitative measure for commitment.

### RNA extraction and labeling

Total RNA was extracted using the RNeasy Midi Kit (Qiagen, Valencia, USA) and reverse transcribed using M-MLV reverse transcriptase RNase H Minus (Promega, Madison, USA). cDNA products were labeled with Cy3 and Cy5 by the indirect amino-allyl method [55] with minor modifications. Total RNA (20 μg) was combined with 8 μg of oligo(dT) 12- to 18-mer (Amersham Pharmacia Biotech, Little Chalfont, UK) in a final volume of 26 μl and heated to 70°C for 10 minutes to denature RNA tertiary structures. The mixture was then transferred to 45°C to anneal the primers. A preheated (50°C) 12 μl mixture containing reaction buffer (Promega), 2.5 mM MgCl_2_, 0.5 mM dATP, dCTP and dGTP, 0.1 mM dTTP, 0.4 mM amino-allyl dUTP (Ambion, Austin, USA), RNase H Minus and 40 Units RNasin (Promega) was added to the RNA, and the reaction mixture was incubated for 2 hours at 45°C with 400 units of Superscript II (Gibco, Carlsbad, USA). An additional 400 units of the enzyme was applied to the reaction mixture, which was incubated for another 2 hours. After incubation, RNA was hydrolyzed by adding 10 μl of 1 M NaOH and incubating at 65°C for 30 minutes. The reaction mixture was neutralized by titration with 1 M Tris-HCl pH 7.5, and DNA was precipitated with ethanol, resuspended in 10 μl 0.1 M sodium carbonate buffer pH 9.3. Cy3 and Cy5 (Amersham) were dissolved in 10 μl DMSO. Cy5 or Cy3 (1.25 μl) was added to the sample and incubated at 25°C for 1 hour. Labeled cDNA was purified by Strataprep PCR purification kit (Stratagene, La Jolla, USA) according to the manufacturer's instructions. Dye incorporation was measured using a spectrophotometer. Reference RNA for all microarrays in this work was from YPA-grown cells, just before the transfer to SPM.

### Microarray hybridization

For each hybridization, cDNA samples were labeled with Cy3 and Cy5 and combined with blockers: 5 μg herring sperm (Promega), 5 μg tRNA (Gibco) and 17.5 μg poly(A) (poly(A) oligonucleotides were synthesized at mixed lengths of 40, 50, and 60 adenine residues). The labeled cDNAs were concentrated to 40 μl using Microcon (Millipore, Bedford, USA) and 40 μl of 2× hybridization solution (10× SSC, 50% formamide, 0.2% SDS) was added. Microarrays containing all yeast open reading frames (ORFs) were prehybridized by incubating at 42°C for 45 minutes in a solution containing 1% BSA, 25% formamide, 5× SSC and 0.1% SDS. The slides were washed in sterile water and dried by centrifugation (3 minutes, 2,000 rpm). The labeled samples were boiled for 5 minutes, centrifuged for 1 minute, hybridized on the slide and placed in a hybridization chamber (Corning, Corning, USA) for overnight incubation at 42°C. The slides were then washed for 5 minutes at 42°C with a solution containing 2× SSC and 0.1% SDS. An additional wash was performed at room temperature with a solution containing 0.1× SSC and 0.1% SDS, followed by three additional washes at room temperature in 0.1× SSC solution. For most experiments, we used arrays purchased from the University Health Network Microarray Center, Toronto, Canada, where PCR products are printed. For the YPA experiment (35 arrays) we used slides obtained from F. Holstege (UMC Utrecht, the Netherlands), where genes are represented by 70-base oligonucleotides [56]. Control experiments have been performed to check that differences in the data were not caused by differences in the arrays (these data have been deposited in the Gene Expression Omnibus (GEO) database run by the National Center for Biotechnology Information (NCBI) [57-59] and are accessible through GEO Series accession number GSE3820).

### Scanning and quantification

Images were obtained using ScanArray 4000 (Packard BioScience, Meriden, USA). Image analysis was performed using QuantArray version 3 software (PerkinElmer Life Sciences, Boston, USA), with spots quantified using the adaptive method. Low-quality spots were discarded following detailed visual inspection. The data were then transformed into log_2 _ratios, and normalized by subtracting the median. Values of replicate spots on the slides were averaged (see Additional data file 1 for MIAME data). The data discussed in this publication have been deposited in GEO [59] and are accessible through GEO Series accession numbers: GSE3814, GSE3815, GSE3816, GSE3817, GSE3818, GSE3819 and GSE3820 [57,58] (see also Additional data file 4).

### Calculating the correlation coefficients with results of previous experiments

To compare our sporulation time course with previous experiments, the different time courses were first aligned such that similar time points corresponded to each other (progression into sporulation) [60,61]. In each pairwise comparison, one experiment (A) was held constant and the other (B) was transformed to best match the time points of A. The transformation was done in two steps: first, smoothing splines were used to add intermediate time points to B (by creating a continuous representation of B, and re-sampling it at a higher frequency) [60]; second, we searched for the time points of B that maximizes the correlations between each time point in A and the corresponding time point in B over all genes. We only considered the time points of A, or transformations of the kind T' = T*(1 + k1) + k2, where T are the time points of A, k1 is a 'stretching' parameter, and k2 is a 'shifting' parameter. After transforming B, we calculated the average correlation between corresponding time points in A and B, over all genes (the same measure that was used to determine the optimal transformation). For each pairwise comparison of A and B this procedure was done twice, once when starting with A and once when starting with B. The average correlation is given.

### Comparison of the responses of sporulating cells, vegetative cells and spores to glucose

We included in this analysis genes whose expression was altered by the addition of glucose to vegetative cells. To reduce noise, we filtered out genes whose expression was not altered by YPD in our experiment (transfer of sporulating cells to YPD). We ended with 936 genes (see Additional data file 3). For the vegetative cell data, we calculated the average expression profile over the three given time points (20, 40, and 60 minutes), and considered a given gene to be down- or upregulated if its average expression change exceeded twofold. For the sporulation data, we considered the YPD expression relative to that observed during sporulation, and calculated the average expression change observed at 20 and 40 minutes after the transfer. For spores that completed the sporulation process, we calculated the average expression response observed at 15 and 30 minutes following the addition of YPD. Correlations were calculated between these average profiles. The correlation matrix of the sporulation data was clustered [62] (separately for glucose-induced and glucose-repressed genes). Only genes belonging to homogeneous clusters were kept.

### Identification of gene groups

A few genes with a common expression pattern were chosen as template genes. To find more genes with the same expression pattern we calculated the correlation of each gene in the genome with each of the template genes. The genes were ordered according to their correlation with the template gene. Genes with the highest correlation were defined as genes in the group. For each template gene the threshold was determined by inspection of the expression pattern of the genes obtained. The top genes with the same expression pattern were chosen. The qualitative results of our study do not depend on these thresholds.

### Utilization of Gene Ontology annotations for identification of polarized gene expression during sporulation and RTG

For each of the chosen Gene Ontology (GO) [28] groups we filtered out genes in the group which their expression did not change (we kept only genes whose expression changed more than twofold in one array at least). We then obtained a matrix of the expression of the selected genes in the following conditions: the sporulation time points and transfers to YPD at early times (2, 3, and 4 hours). The correlation between any two genes in this matrix was computed to give the gene-gene correlation matrix. We then clustered [62] this gene-gene correlation matrix and chose homogeneous clusters.

## Additional data files

The following additional data files are included with this article: Additional data file 1 includes minimum information about a microarray experiment (MIAME). Additional data file 2 includes supplementary figures S1 to S3. Figure S1 shows polarized expression during sporulation and RTG. Figure S2 shows the expression pattern of *IME2 *and *SMK1*. Figure S3 shows a matrix of pairwise correlations that exemplifies the general metabolic response to glucose. Additional data file 3 includes supplemental tables S1 to S17. Table S1 includes a list of early sporulation genes. Table S2 includes a complete list of genes used in Figure 3d of the paper. Table S3 lists examples of genes that according to their expression during RTG are regulated by the mitotic cell cycle. Table S4 lists genes that are induced during RTG (20 minutes after the transfer). Table S5 lists genes that are induced during RTG (immediately after the transfer). Table S6 lists homologous genes which are induced during sporulation or RTG. Table S7 lists middle sporulation genes that are repressed upon transfer to YPD. Table S8 lists insulated middle sporulation genes. Table S9 lists the 936 genes used for Figure 6a. Table S10 lists rRNA-processing genes. Table S11 lists gluconeogenesis genes. Table S12 lists genes that encode ribosomal proteins. Table S13 lists genes induced in a time-dependent manner. Table S14 lists genes that are induced in response to YPD in committed cells. Table S15 lists genes that are repressed in response to YPD in committed cells. Table S16 includes a list of the yeast strains used in the present study. Table S17 includes the composition of the media used in the present study. Additional data file 4 includes the normalized data of the present study (in log_2 _ratios). Addtional file 5 is a zip file containing a matlab program that enables to view the expression data discussed in this article. It contains also a help file.

## Supplementary Material

Additional File 1 A checklist containing minimum information about a microarray experiment. (MIAME) Click here for file

Additional File 2 Figure S1 shows polarized expression during sporulation and RTG. Figure S2 shows the expression pattern of *IME2 *and *SMK1*. Figure S3 shows a matrix of pairwise correlations that exemplifies the general metabolic response to glucose. Click here for file

Additional File 3 Table S1 includes a list of early sporulation genes. Table S2 includes a complete list of genes used in Figure 3d of the paper. Table S3 lists examples of genes that according to their expression during RTG are regulated by the mitotic cell cycle. Table S4 lists genes that are induced during RTG (20 min after the transfer). Table S5 lists genes that are induced during RTG (immediately after the transfer). Table S6 lists homologous genes which are induced during sporulation or RTG. Table S7 lists middle sporulation genes that are repressed upon transfer to YPD. Table S8 lists insulated middle sporulation genes. Table S9 lists the 936 genes used for Figure 6a. Table S10 lists rRNA-processing genes. Table S11 lists gluconeogenesis genes. Table S12 lists genes that encode ribosomal proteins. Table S13 lists genes induced in a time-dependent manner. Table S14 lists genes that are induced in response to YPD in committed cells. Table S15 lists genes that are repressed in response to YPD in committed cells. Table S16 includes a list of the yeast strains used in the present study. Table S17 includes the composition of the media used in the present study. Click here for file

Additional File 4 Normalized data of the present study (in log_2 _ratios) Click here for file

Additional File 5 A matlab program that enables the expression data discussed in this article to be viewed. Also contains a help file: 'ViewModules help.pdf' Click here for file

## Figures and Tables

**Figure 1:**
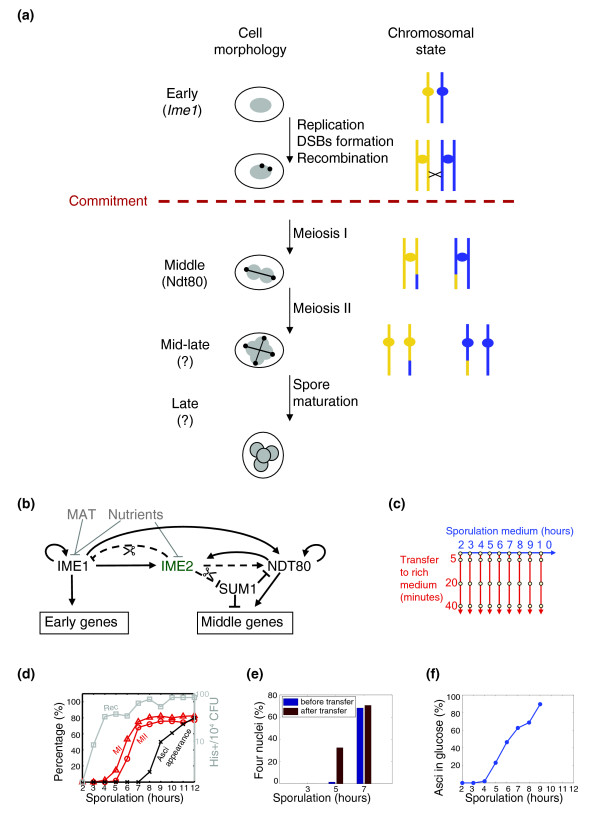
Experimental design. **(a) **Meiotic landmarks. The point of commitment is indicated. DSBs, double-strand breaks. **(b) **The regulatory network underlying the sporulation gene-expression program. Known interactions are shown. Arrows denote activation, and barred lines represent inhibition. Solid lines indicate regulation on the level of transcription while dashed lines indicate post-transcriptional regulation (for example, by protein phosphorylation). Transcription factors are shown in black and the kinase in green. The input of the cascade is shown in gray and scissors indicate degredation. IME2 activates middle gene expression, at least in part, by relieving Sum1-mediated repression of *NDT80 *[34]. **(c) **The experimental design. The sporulation process was initiated by transferring cells to sporulation medium. Cells were allowed to progress through the process for varying lengths of times, and were then transferred back to rich nutrient-containing medium. Each circle represents a time point at which genome-wide gene expression was monitored. **(d) **Temporal progression of sporulation. The percentages of cells that completed the first meiotic division (MI, triangles) or the second meiotic division (MII, circles) are shown in red, the percentage of asci in black and the recombination frequencies (Rec, determined by the frequency of His^+ ^cells) in gray. CFU, colony-forming units. **(e,f) **Commitment to sporulation. (e) Cells were transferred to YPD at different stages of sporulation and were followed in YPD until 8 hours after sporulation initiation. The percentage of cells with four nuclei (determined by DAPI staining) before and after the transfer is shown. The time of transfer from sporulation medium (SPM) is indicated. (f) Cells were transferred from SPM to glucose solution (4%) at various times, as indicated. For each glucose culture, we calculated the fraction of cells that became spores, 24 hours after the initiation of the sporulation process (normalized by the sporulation efficiency at that experiment, which was 80%). Cells that were transferred early (before 5 hours in SPM) arrested in the cell cycle, as glucose alone does not support growth. At later times, cells continued the sporulation process and generated spores. Commitment occurs at around 5-6 hours in SPM.

**Figure 2:**
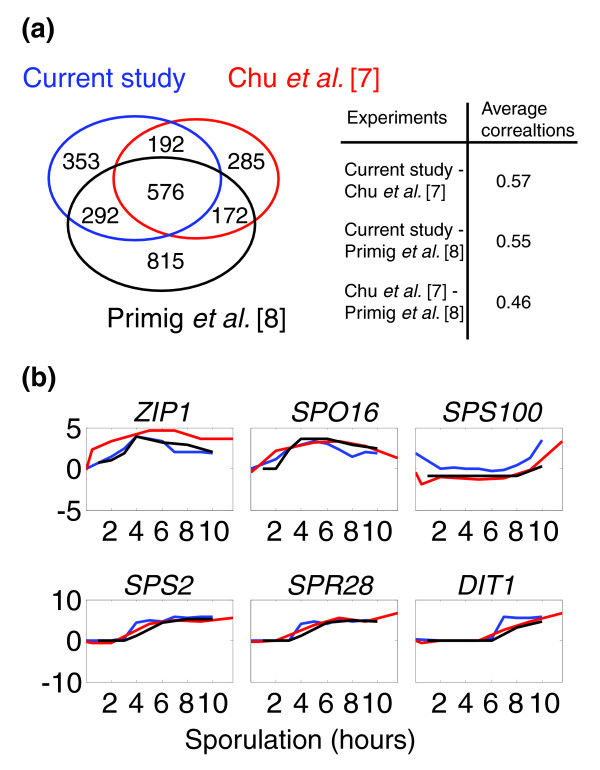
Comparison with previous studies. **(a) **Venn diagram comparing the genes induced during sporulation in our experiment and in two previous experiments [7,8]. A gene was defined as 'induced' at a particular time point, if its expression level at that time point was at least twofold higher than that of the pre-sporulation reference. All genes that were induced in at least one of the sporulation time points were considered (the area in the Venn diagram is proportional to the number of genes [63]). The average correlations between pairs of experiments are indicated (see Materials and methods for how correlations were calculated). **(b) **Examples of expression profiles for specific genes obtained in the current study (blue) and in the previous studies (red [7] and black [8]).

**Figure 3:**
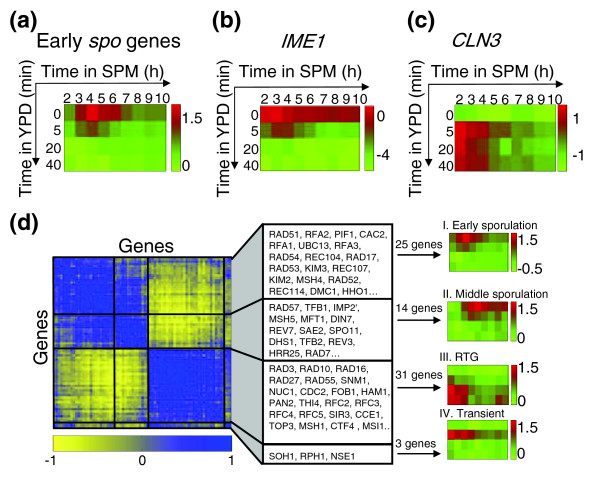
Transcriptional response of return to growth (RTG) cells. SPM, sporulation medium; YPD, growth medium. **(a) **The expression pattern of early sporulation (*spo*) genes (61 early I genes, as defined in [7]). Note the immediate repression of these genes upon transfer to growth medium (see Additional data file 3 for early genes defined according to the data presented in the current study; see Additional data file 5 for a matlab program that enables the reader to view the data in that format). **(b) **Expression pattern of *IME1*, the regulator of early-sporulation genes. **(c) **Expression pattern of the G1 cyclin gene, *CLN3*. In (a-c), expression patterns are shown as log_2 _ratios, and are color-coded for the log_2 _fold change according to the bar shown. **(d) **Polarized expression of genes associated with DNA repair and DNA recombination. The matrix of pairwise correlations between genes assigned to the GO groups 'DNA recombination' and 'DNA repair' is plotted. The genes were clustered according to similarity in their Pearson correlations, calculated on the basis of their expression patterns in our experiment (see Materials and methods). The average expression pattern of genes in each cluster is shown on the right. The first cluster include genes expressed during early sporulation, the second includes genes induced during middle sporulation, the third shows genes induced during RTG, and the fourth genes that are transiently induced on transfer to YPD and then repressed. The number of genes in each cluster is indicated above the arrow. Some of the genes in each cluster are indicated (for a full list of genes, and for a similar representation of additional gene classes, see Additional data files 22 and 33). Correlations are color-coded according to the bar shown.

**Figure 4:**
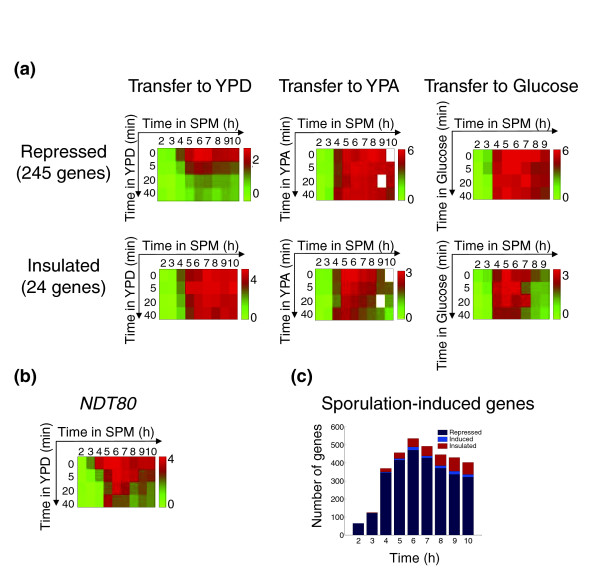
Transcriptional response of committed cells. **(a) **Average expression of middle sporulation genes. The repressed group (245 genes) and the insulated group (24 genes) are shown. Note that downregulation of the repressed group is specific to YPD, and is not observed on transfer to YPA (which contains nitrogen and acetate) or glucose (4% solution). **(b) **Expression pattern of *NDT80*. Expression patterns in (a) and (b) are shown in log_2 _ratios, as in Figure 3, and log_2 _fold change in expressionis color-coded according to the bar. **(c) **A summary of the behavior of all sporulation-induced genes. All genes induced during sporulation were considered. A gene was defined as induced at a certain time point during sporulation if it was upregulated more than twofold in that time as well as in the previous and following hours. The induced genes were classified into three categories, depending on their behavior on transfer to YPD: repressed, induced, and insulated. The 'repressed' category included genes that were downregulated by at least 1.5-fold when transferred compared with their level during sporulation. Similarly, the 'induced' category included genes whose expression was upregulated by at least 1.5-fold on transfer. The 'insulated' group included the genes whose expression remained stable (did not change) upon the transfer (expression after transfer to YPD was less than 1.3-fold relative to sporulation).

**Figure 5:**
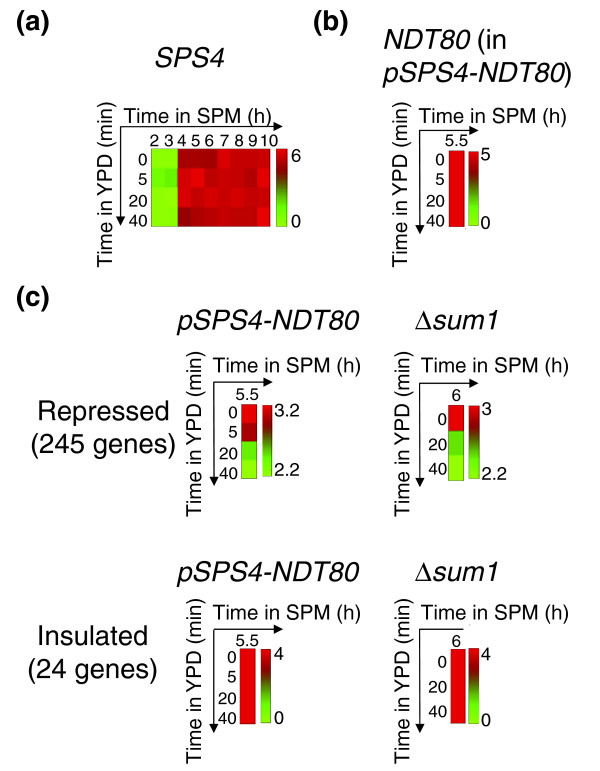
Response of mid-sporulation genes to YPD in *pSPS4-NDT80 *and Δ*sum1 *strains. **(a) **Expression pattern of *SPS4 *in wild-type cells. **(b) **The expression of *NDT80 *in *pSPS4-NDT80 *cells. Cells were incubated for 5.5 hours in SPM, and were then transferred to YPD. Gene expression is shown at different time points following the transfer, as indicated. Note that a high level of *NDT80 *mRNA is maintained (compare with Figure 4b, note the different times). **(c) **The average expression of mid-sporulation genes in *pSPS4-NDT80 *and in Δ*sum1 *strain. The repressed group (245 genes) and the insulated group (24 genes) are shown. Expression patterns in (a-c) are shown in log_2 _ratios, and are coded according to the colored bars.

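The authors' full lists of repressed and insulated genes were not used here, and the averages below are over the mid-sporulation genes of the preset lists. The division list was drawn in part from genes that the paper names as repressed in YPD, so it is not an independent set. In Δ*sum1* cells the mean log2 ratio of the 29 meiotic division genes was 3.34 at 6 hours in SPM, 2.07 after 20 minutes and 1.69 after 40 minutes in YPD. For the 38 spore wall and prospore membrane genes the means were 4.68, 4.58 and 4.43, and for the 14 regulators and others 5.21, 5.11 and 4.92. Of the 38 genes, 32 had a Cy5 intensity above 30000 at 6 hours, as had all 14 regulators and others. For 10 of the 38 at 20 minutes and 9 at 40 minutes, Cy3 was under the floor in every spot of both arrays compared. Over all 81 genes the mean was 4.30 at 6 hours, 3.78 at 20 minutes and 3.53 at 40 minutes, from 1 array per time point. Of the 81 genes, 78 were at least 2-fold above the reference at 6 hours in SPM.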

**Figure 6:**
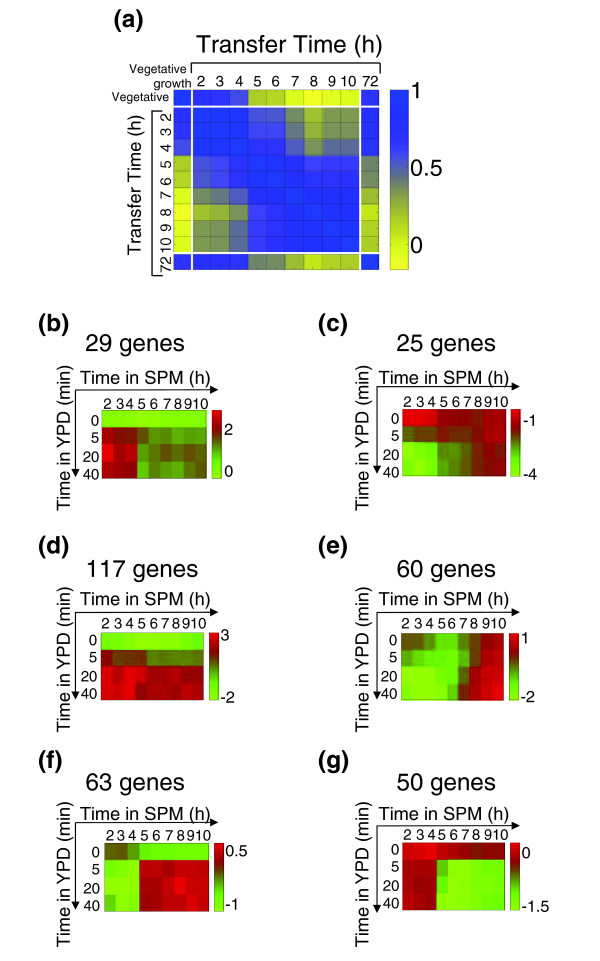
The general metabolic response to glucose. **(a) **The matrix of pairwise correlations describing the similarity in the response of cells transferred to YPD at different stages of the process is shown. We also compared these responses with the response of vegetative cells and mature spores to YPD. Correlations were calculated on the basis of 936 genes whose expression is induced after the addition of glucose to vegetative cells (see Materials and methods and Additional data file 3). A similar correlation pattern was also observed on transfer to glucose solution (see Additional data file 2). **(b-g) **Expression patterns in log_2 _ratios of specific gene groups: (b) rRNA processing genes [64] (see Additional data file 3); (c) gluconeogenesis module [64] (see Additional data file 3); (d) ribosomal proteins module [64] (see Additional data file 3); (e) 'process-specific' group (see Additional data file 3). (f,g) A group of genes that is (f) upregulated (see Additional data file 3) or (g) downregulated on transfer to YPD specifically after commitment (see Additional data file 3). See Materials and methods for the identification of groups shown in (e-g). Each expression profile is accompanied by a colored bar indicating the log_2 _fold change.

**Figure 7:**
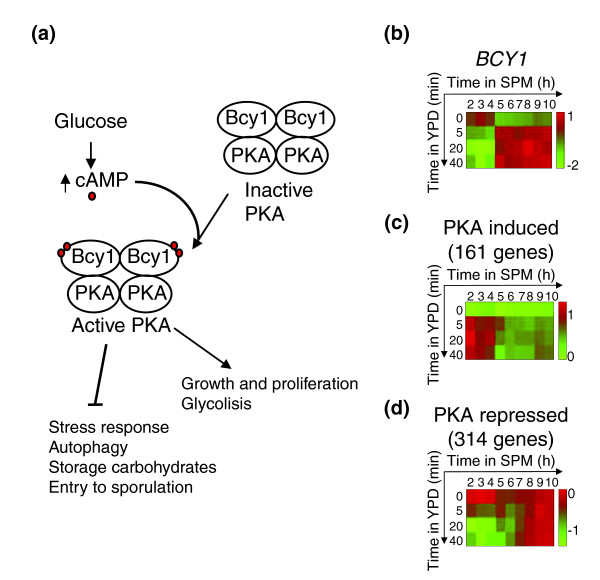
Regulation of PKA in committed cells. **(a) **The PKA pathway. The addition of glucose to a non-fermenting yeast culture results in a rapid increase in the cellular level of cyclic AMP (cAMP, red circle), which binds to the regulatory subunit of PKA, thereby releasing and activating the catalytic subunits. Arrows indicate activation and barred lines indicate inhibition. **(b) ***BCY1 *expression. **(c,d) **The average expression of PKA-responsive genes. The average is over (c) 161 PKA-induced and (d) 314 PKA-repressed genes (identified by [35]). Each expression pattern is accompanied by a colored bar indicating the log_2 _fold change.

# Supplementary material for: Modulation of the transcription regulatory program in yeast cells committed to sporulation
**Source:** Genome Biol. 2006 Mar 8;7(3):R20. doi: 10.1186/gb-2006-7-3-r20
**Supplement:** Additional File 1 — A checklist containing minimum information about a microarray experiment. (MIAME)

## The MIAME checklist for the paper:

## ' Modulation of the transcription regulatory program in yeast cells committed to sporulation'

**1. Experimental design:**

The paper reports six experiments, studying the response of sporulating cells to rich media. In the following we provide a detailed account for each experiment:

*a.* ***Transfer of sporulating wild type cells to YPD***

 Type of experiment: Time-course.

- Experimental factors: wild type SK1 cells (NKY1551) grown to saturation in YPD (2% yeast extract, 4% bactopeptone, 4% glucose) for 24 hours, diluted into YPA (1% yeast extract, 2% bactopeptone 1% Potassium Acetate) and grown overnight. Part of that culture was used as reference for all hybridizations preformed in this study. The cells were then washed twice with sterile water and resuspended in SPM media (0.3% Potassium Acetate and 0.02% Rafinose) to initiate the sporulation process. At different stages of the sporulation process (2, 3, 4, 5, 6, 7, 8, 9 and 10 hours) RNA was extracted for microarray hybridizations. At each hour, part of the culture was centrifuged and resuspended in YPD. Each YPD culture was monitored immediately after the transfer, after 20 and 40 minutes.
- Arrays used for that experiment: Microarrays printed with PCR products of all yeast genes (in duplicates), purchased from the Microarray Centre, University Health Network, Ontario (2 hours and 3 hours of sporulation using Yeast 6.4K1 v2 and the rest with Yeast 6.4Kv2**)**.
- Number of hybridizations performed: nine hybridizations along the sporulation; three hybridizations for each transfer to YPD. Therefore a total of thirty six hybridizations was preformed for this experiment (one hybridization for each time point).
- Reference: Acetate growing cells, before the transfer to sporulation media.

1. ***Transfer of sporulating wild type cells to YPA***

 Type of experiment: Time-course.

- Experimental factors: wild type SK1 cells (NKY1551) grown to saturation in YPD (2% yeast extract, 4% bactopeptone, 4% glucose) for 24 hours, diluted into YPA (1% yeast extract, 2% bactopeptone 1% Potassium Acetate) and grown overnight. The cells were then washed twice with sterile water and resuspended in SPM media (0.3% Potassium Acetate and 0.02% Rafinose) to initiate the sporulation process. At different stages of the sporulation process (2, 3, 4, 5, 6, 7, 8, 9 and 10 hours) RNA was extracted for microarray hybridizations. At each hour, part of the culture was centrifuged and resuspended in YPA. Each YPA culture was monitored immediately after the transfer, after 20 and 40 minutes.

Arrays used for that experiment: Microarrays printed with oligonucleotides corresponding to all yeast genes (in duplicates), purchased from the Microarray Facility, University Medical Center Utrecht (version 16k-1.2).

- Number of hybridizations performed: eight hybridizations along the sporulation (as a result of technical problems we did not hybridize the 10 hour time point); three hybridizations for each transfer to YPA (as a result of technical problems we did not hybridize the sample of 20 minutes after transfer at 9 hours). Therefore a total of thirty four hybridizations was preformed for this experiment (one hybridization for each time point).
- Reference: Acetate growing cells, before the transfer to sporulation media (obtained in experiment a: Transfer of sporulating wild type cells to YPD).

*c.* ***Transfer of sporulating wild type cells to glucose solution***

 Type of experiment: Time-course.

- Experimental factors: wild type SK1 cells (NKY1551) grown to saturation in YPD (2% yeast extract, 4% bactopeptone, 4% glucose) for 24 hours, diluted into YPA (1% yeast extract, 2% bactopeptone 1% Potassium Acetate) and grown overnight. The cells were then washed twice with sterile water and resuspended in SPM media (0.3% Potassium Acetate and 0.02% Rafinose) to initiate the sporulation process. At different stages of the sporulation process (2, 3, 4, 5, 6, 7, 8, 9 and 10 hours) RNA was extracted for microarray hybridizations. At each hour, part of the culture was centrifuged and resuspended in glucose solution (4%). Each glucose culture was monitored immediately after the transfer, after 20 and 40 minutes.
- Arrays used for that experiment: Microarrays printed with PCR products of all yeast genes (in duplicates), purchased from the Microarray Centre, University Health Network, Ontario (version Yeast 6.4Kv4).
- Number of hybridizations performed: nine hybridizations along the sporulation; three hybridizations for each transfer to YPA. Therefore a total of thirty six hybridizations was preformed for this experiment (one hybridization for each time point).
- Reference: Acetate growing cells, before the transfer to sporulation media (obtained in experiment a: Transfer of sporulating wild type cells to YPD).

*d.* ***Transfer of sporulating SPS4-NDT80 cells to YPD***

 Type of experiment: Time-course.

- Experimental factors SK1 cells, in which NDT80 is expressed under the promoter of SPS4 (GF18), were grown to saturation in YPD (2% yeast extract, 4% bactopeptone, 4% glucose) for 24 hours, diluted into YPA (1% yeast extract, 2% bactopeptone 1% Potassium Acetate) and grown overnight. The cells were then washed twice with sterile water and resuspended in SPM media (0.3% Potassium Acetate and 0.02% Rafinose) to initiate the sporulation process. At 5.5 hours of the sporulation process, cells were kept for RNA extraction. Part of the culture was centrifuged and resuspended in YPD, and was monitored immediately, 20 and 40 minutes after the transfer.
- Arrays used for that experiment: Microarrays printed with PCR products of all yeast genes (in duplicates), purchased from the Microarray Centre, University Health Network, Ontario (version Yeast 6.4Kv4).
- Number of hybridizations performed: four hybridizations (one during the sporulation and three after the transfer to YPD).
- Reference: Acetate wild type growing cells, before the transfer to sporulation media (obtained in experiment a: Transfer of sporulating wild type cells to YPD).

*e.* ***Transfer of sporulating sum1 cells to YPD***

 Type of experiment: Time-course.

- Experimental factors: *sum1* SK1 cells (JPY214) were grown to saturation in YPD (2% yeast extract, 4% bactopeptone, 4% glucose) for 24 hours, diluted into YPA (1% yeast extract, 2% bactopeptone 1% Potassium Acetate) and grown overnight. The cells were then washed twice with sterile water and resuspended in SPM media (0.3% Potassium Acetate and 0.02% Rafinose) to initiate the sporulation process. At 6 hours of the sporulation process, cells were kept for RNA extraction. Part of the culture was centrifuged and resuspended in YPD, and was monitored 20 and 40 minutes after the transfer.
- Arrays used for that experiment: Microarrays printed with PCR products of all yeast genes (in duplicates), purchased from the Microarray Centre, University Health Network, Ontario (version Yeast 6.4Kv4).
- Number of hybridizations performed: three hybridizations (one during the sporulation and two after the transfer to YPD).
- Reference: Acetate wild type growing cells, before the transfer to sporulation media (obtained in experiment a: Transfer of sporulating wild type cells to YPD).

*f.* ***Transfer of wild type spores to YPD***

 Type of experiment: Time-course.

- Experimental factors: Wild type SK1 cells (DS1) were grown to saturation in YPD (2% yeast extract, 4% bactopeptone, 4% glucose) for 24 hours and plated on sporulation plates (0.25% yeast extract, 1.5% Potassium acetate, 0.05% glucose supplemented with all amino acids). 3 days old asci were harvested and suspended in YPD at 30C to initiate spore germination. RNA for microarray hybridization was extracted at the indicated times.
- Arrays used for that experiment: Microarrays printed with PCR products of all yeast genes (in duplicates), purchased from the Microarray Centre, University Health Network, Ontario (version Yeast 6.4Kv3.48 for spores and 30 minutes; version Yeast 6.4Kv4 for 15 minutes).
- Number of hybridizations performed: three hybridizations (one of spores and two after – 15 and 30 minutes after the transfer to YPD).
- Reference: The reference for microarray hybridization was extracted from logarithmic growing haploid cells. Mata and Matα cells were grown separately in YPD. RNA was extracted and pooled together.

**2. Samples used, extract preparation and labelling:**

- Origin of biological samples: The *S. cerevisiae* strains used are detailed in strain list in the file named "strain list".
- Manipulation of biological samples: Cells were pelleted by centrifugation and flash frozen in liquid nitrogen.
- Preparation of RNA extract for hybridization: 5x108 cells were flash frozen in liquid Nitrogen. Total RNA was extracted using RNeasy Midi kit (QIAGEN), with slight modification of the provider protocol. RNA concentration was determined using a spectrophotometer.
- Labeling protocol: cDNA was synthesized using M-MLV Reverse Transcriptase RNase H Minus (Promega) and labeled with Cy3 and Cy5 by the indirect amino-allyl method as described below. Total RNA (20 µg) was mixed with 4 µg oligo dT12-18 (Amersham) in a volume of 26M and incubated at 70°C for 10 minutes. Reaction buffer (Promega), 2.5mM MgCl2, 0.5 mM of dATP, dCTP and dGTP, 0.1mM dTTP, 0.4mM amino-allyl dUTP (Ambion) and 400U M-MLV Reverse Transcriptase RNase H Minus, 40 Units RNasin (Promega) were added and the reaction was incubated at 45°C for 2 hours. Additional 400U M-MLV Reverse Transcriptase RNase H Minus was added and incubated for another 2 hours. The reaction was terminated by incubation at 70°C for 15 minutes. The RNA was degraded by adding 10M 1N NaOH and incubation at 65C for 30 minutes. The sample was neutralized by titrating with 1M HCl. cDNA was purified by ethanol precipitation, resuspended in 10 µl 0.1M Sodium Carbonate buffer pH 9.3. Experimental RNA samples were labeled with Cy5 and the reference RNA samples, were labeled with Cy3. Cy3 and Cy5 (Amersham) were dissolved in 10 DMSO. 1.25 of Cy5 or Cy3 wee added to experimental or reference sample, respectively, and incubated at 25C for 1 hour. Labeled cDNA was purified by Strataprep PCR purification kit (Stratagene) according to the manufactures instructions. Dye incorporation was measured using a spectrophotometer.

3**. Hybridization procedures and parameters:**

- For each hybridization, labeled Cy3 and Cy5 were combined together with the following blockers: 5g Herring sperm (Promega), 5g tRNA (Gibco) and 17.5g Poly A (Synthesized oligos with the length of 40, 50 and 60), and concentrated to 25l using Microcon (Millipore). 25 of hybridization x2 solution (10x SSC, 50% formamide and 0.2% SDS) was added.
- Microarrays containing all yeast ORFs (purchased from the Microarray Centre, University Health Network, Ontario) were pre-hybridized by incubating in a solution containing 1% BSA, 25% formamide, 5x SSC and 0.1% SDS at 42C for 45 minutes. The slides were washed with DDW and dried by centrifugation (3 minutes, 2000 rpm).
- The labeled sample with the blockers, was boiled for 5 minutes, centrifuged for 1 minute and hybridized on the slide. The slides were placed in hybridization chamber (Corning) and incubated over night at 42C. The slides were washed for 5 minutes at 42C with a solution containing 2x SSC and 0.1% SDS. Additional wash was performed at room temperature with a solution containing 0.1x SSC and 0.1% SDS, followed by 3 additional washes at room temperature in 0.1x SSC solution.

4**. Measurements and Specifications**

- Type of scanning and software used: The Microarrays were scanned with ScanArray 4000 (Packard BioScience) according to the manufactures instruction.
- Type of image analysis software used: The images were quantified with QuantArray version 3 software (Packard BioScience, Perkin-Elmer Life Sciences,Boston) using the adaptive method.
- Data selection: For each array, bad spots were omitted from the analysis using home-made data analysis program which combined automatic detection of suspicious spots with visual inspection. The program combines the quality information provided by the quantrarray software, with correlation analysis of duplicated spots on the array. The programs are in a GUI interface written in Matlab, and are available upon request.
- Transformation procedure:
  - For each spot, the Quantarray program outputs the level of signal intensity and background fluorescence. As a first step, we re-defined the spot intensity by subtracting the spot-specific background.
  - For each channel (Cy3 or Cy5) we then calculated the value of background signal, defined by the mean (intensity-background) of the controlled spots printed with 3x SSC buffer (116 spots) All intensity values below this background level were reset to this background level.
  - The data for each spot was then transformed into a log2-ratios:
  - The data was normalized by subtracting from each log2ratio the median. 

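The floor matters for genes that are dim in either channel: once the Cy3 signal is at the floor, the log2 ratio is a lower bound that depends on the floor's value, and once the Cy5 signal is there it is an upper bound. For the 3 arrays of the Δ*sum1* strain, the floors that the authors' deposited values carry were 656, 397 and 268 in Cy5 and 690, 574 and 455 in Cy3, at 6 hours in SPM and after 20 and 40 minutes in YPD. Between 5.07% and 5.24% of the gene spots were under them. The mean over all buffer spots of the same arrays was higher, at 1650, 1304 and 1236 in Cy5 and 2232, 1297 and 1537 in Cy3, with 19.6% to 42.0% of the gene spots under it. The median over the buffer spots was only 749, 460 and 438 in Cy5 and 1140, 609 and 644 in Cy3. A part of the buffer spots was therefore bright and raised the mean. The floors carried by the deposited values were used for the log2 ratios of this strain, and the mean over the buffer spots was tried as an alternative.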

Values of duplicates were averaged

**5. Array Design**

In the present study we used two kinds of arrays:

I. Microarrays printed with PCR products of all yeast genes (in duplicates), purchased from the Microarray Centre, University Health Network, Ontario (<http://www.microarrays.ca/>).

- General array design: Glass arrays spotted with PCR products. Each gene (6218 genes) in the yeast genome was represented by two adjacent points on the array. In addition the array included 116 spots of 3xSSC buffer and 248 spots of an Arabidopsis gene, so that all together there were 12,800 spots on the array.
- Identity of spots on the array: the spot location on the array can be seen in the description files (for Yeast 6.4K1 v2: QA_Y6.4k1_v2.uni ;for 6.4Kv2: y6.4k2.qa; for 6.4Kv4: Y6.4k4.qa; for each experiment the version of the slides is indicated in the Experimental Design section).

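On the 3 arrays hybridized with Δ*sum1* RNA, which are of version 6.4Kv4, 13056 spots were read. They comprise 12436 gene spots for 6218 genes, 236 spots of 3xSSC buffer and 384 spots of the Arabidopsis gene. The buffer spots hold no probe, while the Arabidopsis spots hold DNA that yeast RNA should not match. Control spots were left out of every median and count of genes.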

II. Microarrays printed with oligonucleotides corresponding to all yeast genes (in duplicates), purchased from the Microarray Facility, University Medical Center Utrecht.

- General array design: Glass arrays spotted with oligonucleotides (70 nucleotides in length). Each gene (6329 genes) in the yeast genome was represented by two points on the array. In addition the array included 2894 control spots (3xSSC buffer, empty and other external controls), so that all together there were 15,552 spots on the array. The slides are printed on Corning UltraGAPS slides.
- Identity of spots on the array: the spot location on the array can be seen in the description file, UMCY-16k-1.2.xls.

# Supplementary material for: Modulation of the transcription regulatory program in yeast cells committed to sporulation
**Source:** Genome Biol. 2006 Mar 8;7(3):R20. doi: 10.1186/gb-2006-7-3-r20

ViewModules

ViewModules is a matlab (6.5) program to view sporulation microarray experiments discussed in the paper "Modulation of the transcription regulatory program in yeast cells committed to sporulation".

To install (on a PC):

Create a folder and extract all files in the ViewModules.zip file to that folder.

Optional: add the folder to matlab path (launch matlab software, choose File from the menu, and set path. Click the "Add Folder" button and choose the desired folder. Click the "Save" button).

To start the program:

1. If you added the folder to matlab's path you can be in any folder. Otherwise browse for the required folder.
2. Type: ViewModules

Instructions:

I. To view the expression profile of a certain gene:

Type the gene name or open reading frame name in the "type a gene" field and press enter. In case the gene was not found or there are more then one genes that begin with the typed name, a message will appear.

General:

All profiles are in $\log_2$ (ratios).

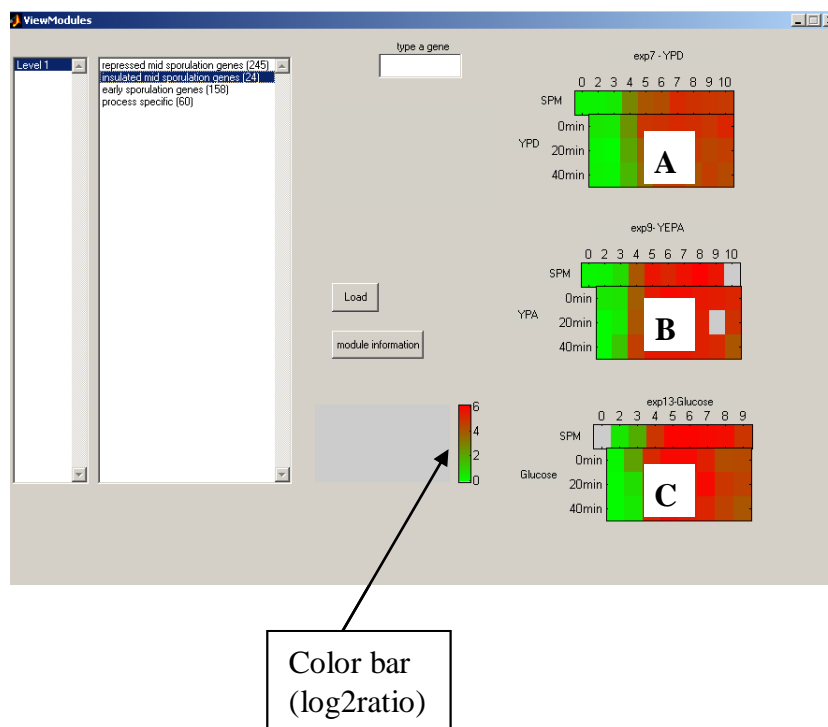

In A-C the data of our experiments is presented in the following way:

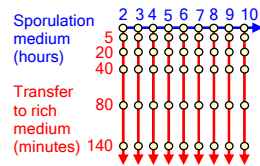

A-C differ in the medium to which the cells were transferred to. The medium and the times are indicated left to each image.

II. To view the expression of our modules, GO groups or our sporulation groups:

1. Press the "Load" button and choose one of the following files:

File name	To view the average expression, or the expression of genes of:
mod_ave_modules	modules, obtained from the Iterative Signature Algorithm developed in our group
mod_ave_sporulation_groups	Group of genes that were defined according to the expression pattern in our sporulation and transfer to YPD experiments
mod_ave_GO_bp	Groups of GO - biological process
mod_ave_GO_cc	Groups of GO – cellular component
mod_ave_GO_mf	Groups of GO – molecular function

2. Always after choosing a file click on one of the levels (also if there is only one possibility):

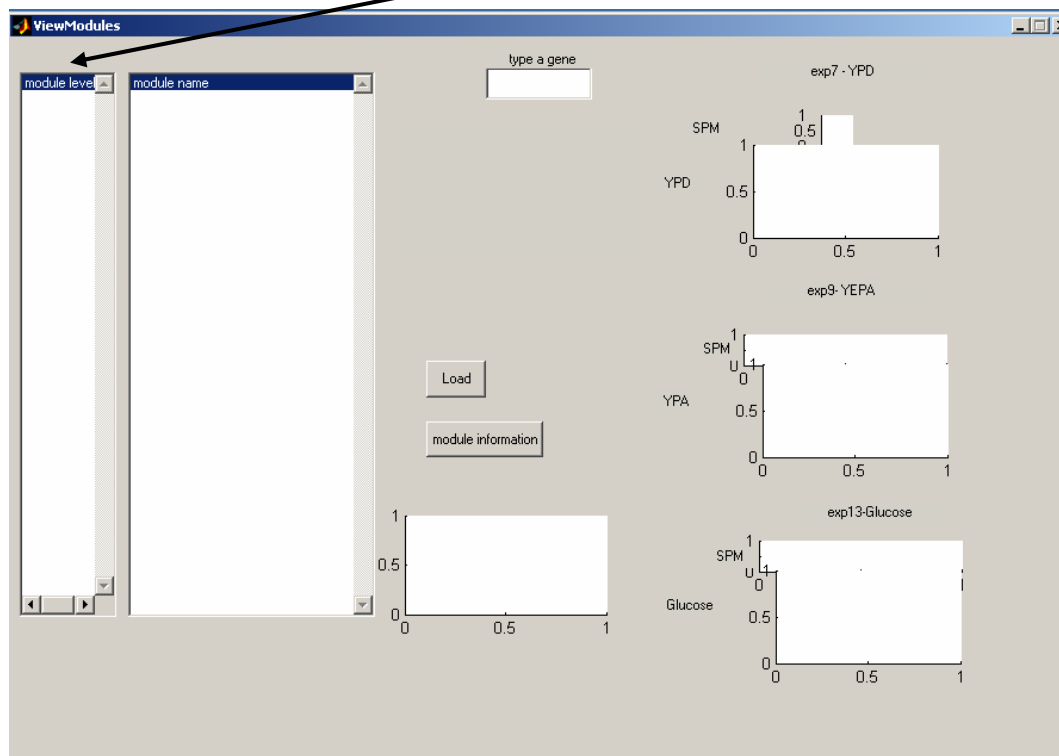

3. Now you can choose any desired category (number of genes is indicated in parentheses for each category).

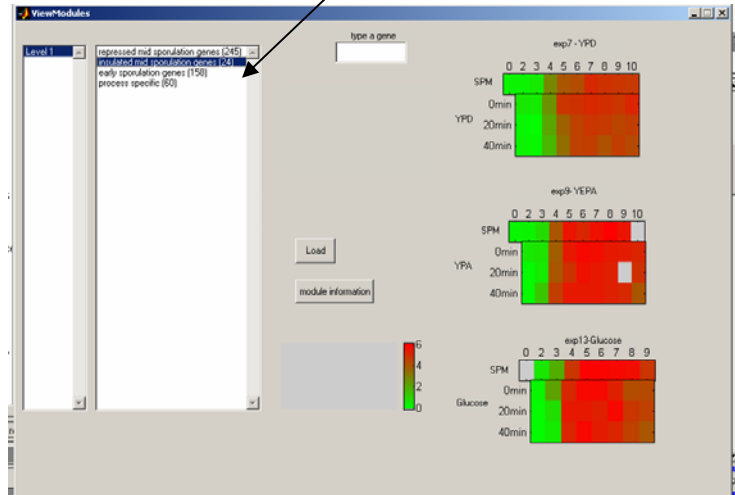

The categories are ordered according to the extent of change in our microarray experiments.

You will then see on the screen the average expression of the genes in the chosen category. Please note that looking solely on the average might be misleading (as the groups are not always homogenous).

4. After choosing the desired category, you can view the expression of each of the genes in the chosen category by clicking on the "module information" button. Another window with a list of the genes in the category will appear. Clicking on each gene in the list, will display the expression profile of the gene in our experiments (same format, again in $\log_2(\text{ratio})$).

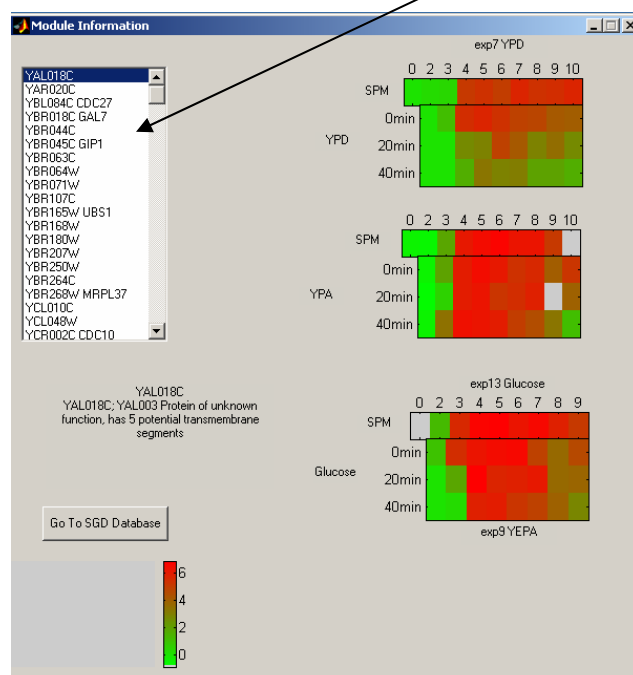

**Supplement:** Additional File 5 — A matlab program that enables the expression data discussed in this article to be viewed. Also contains a help file: 'ViewModules help.pdf'

How the deposited data were processed for this re-analysis (not part of the article)

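The data are 3 arrays of 2 colors, hybridized with RNA of diploid Δ*sum1* cells of the SK1 background taken at 6 hours in SPM and after 20 and 40 minutes in YPD, 1 array per time point. All 3 share the Cy3 reference of wild-type cells growing in YPA, and the Δ*sum1* sample is in Cy5. The labeling protocol in the sample labels names the dyes the other way round; the channel labels, the scanner headers and Additional data file 1 were followed. The time points in the labels and in the paper are the same.

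The deposited scanner files give for each spot an intensity and a background per channel, quantified by the authors with QuantArray, with the background not yet subtracted. A second deposited table holds the authors' log2 ratios of the same arrays, after background subtraction, a floor, subtraction of the median of the array, omission of bad spots and averaging of duplicate spots. The median of each of its 3 columns is 0, and its scale and direction are those of log2 Cy5 over Cy3 of the scanner files. The scanner software's mark for a signal-to-noise ratio under 3 was used only for an alternative. The authors' omission of bad spots rested in part on visual inspection and could not be repeated.

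The values here start from the intensities. The background was subtracted, signals under the floor were set to it, log2(Cy5/Cy3) was taken, the median over the gene spots of the array was subtracted and the 2 spots of each gene were averaged, with no spot omitted. The floors were recovered from the authors' deposited values, a choice made after the files were seen and before any gene list or fold was computed. The comparison with the deposited values covered 5496, 5494 and 5469 genes. A change is the log2 ratio in YPD minus that at 6 hours in SPM. Genes were named from the arrays' own identifiers through the annotation of the R64 assembly, in which 5663 of 6218 array genes had a match and 555 had none. Of the 6159 probes of the deposited table, 5562 had 1 gene symbol and 597 are unnamed here. No coordinates are given, because the arrays name no genome build.

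There were no replicate arrays, so no test was made and no p-value is given. Precision is described by the SD between the 2 adjacent spots of a gene, which is technical and leaves out the variation between cultures and slides. The median signal over background was 119, 288 and 96.7 in Cy5 and 28.7, 24.6 and 27.7 in Cy3 at 6 hours, 20 minutes and 40 minutes, and the number of arrays limits the precision. For 57 genes every spot was under both floors on all 3 arrays, and these carry no change. The median change of a gene list was placed among 10000 random lists of the same size matched on signal in 20 bins, as a description of these arrays. Signal here is the mean of the log2 signals of both channels over all 3 arrays. Neither the ratio at 6 hours nor the Cy5 intensity was matched. List counts use 1.5-fold for lower or higher and 1.3-fold for stable expression, counts over all genes use 2-fold, and genes induced at 6 hours are those at least 2-fold above the reference. Fixed before the data were examined were 16 gene lists: mid-sporulation genes of the meiotic divisions, of the spore wall and prospore membrane, and regulators and others; early sporulation; late sporulation; rRNA processing; ribosomal proteins; gluconeogenesis and acetate use; the TCA cycle; hexose transport and phosphorylation; the environmental stress response; nitrogen catabolite repressed genes; mitotic G1 and S phase; PKA subunits; haploid-specific and mating genes, as markers of another cell type; and other genes the paper names. Together 380 list genes were measured. The mid-sporulation lists were drawn from genes that the paper names, among them division genes it names as repressed in YPD, and from other known mid-sporulation genes. The first lines of the study's own table for these arrays had been seen when the lists were fixed. The genes named in the text are those the paper names in its results, the 2 with the most negative and the 2 with the most positive mean change of each list, and the 10 with the largest mean change in each direction over all genes whose 2 spots both changed at least 2-fold at both times; 1 gene that this rule picks is not reported here.

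List medians, counts of genes and values of single genes were recomputed under other settings, 18 in all, of which 14 bear on the values and 4, the fold limits and the picking of induced genes, on counts only. Percentiles, correlations and the comparison with wild-type cells were not recomputed. The settings comprise normexp background correction with an offset of 50, loess normalization, both together, omission of spots under the floor, the Cy5 channel alone, the authors' deposited values, a filter on dim genes, omission of spots with a low signal-to-noise ratio, the first or the second spot only, omission of saturated spots, centring on genes outside the lists, other fold limits, and other ways of picking induced genes. Of these, 2 were chosen after seeing the data: the mean over the buffer spots as the floor, and omission of genes with a Cy5 intensity above 30000 at 6 hours. The intensity limit of 30000 was itself chosen after the numbers of spots by intensity were seen to stop decreasing near it. For single genes, whether a value moved was judged against the pooled SD between duplicate spots of the array, in place of the gene's own 2 spots, a change also made after the first comparison was seen. The shared baseline of the changes at 20 and 40 minutes was simulated 100 times from the noise between duplicate spots. By the rules written before, this simulation and the picking of induced genes on the other spot would each have excluded noise of the 6-hour array; after their values were seen both were set to undecided, because duplicate spots share the noise of the array and the rules had overlooked this. The test of the shared baseline had for a time been taken out after its result was seen and was put back. The computation of changes was tested on simulated data for the comparison of 20 minutes with 6 hours over 6218 genes: 100% of 50 genes at each of 4 true changes, from -2.0 to 2.0, passed 1.5-fold in the true direction, and 0.033% of 6018 unchanged genes passed it. Every simulated array was built from the 6-hour array, with its floors, duplicate-spot noise in Cy5 and no noise in Cy3. Changed genes lay above the 20th percentile of signal in both channels. The simulation holds no difference between slides or floors, no fall in Cy5 signal and no loss of response in bright spots. These shares therefore check the computation and are not error rates of the real comparison. The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for normexp and loess. The study's own table for this strain was held as 1999 of its 6206 rows and that for wild-type cells as 1432 of 6206, so no overlap was computed with them.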

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

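Of the tests below, that of bright Cy5 spots was chosen after the result was seen. Each result here is a signal in genes that the paper does not report on for Δ*sum1* cells, and each median change lies in the outer 2.5% of matched random lists at both times.

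Early sporulation genes were much lower after transfer, with a median change of -3.17 at 20 minutes and -3.51 at 40 minutes. Of 27 genes, 24 were lower by at least 1.5-fold at 20 minutes and 25 at 40 minutes, and 1, *MER1*, was higher at 40 minutes (0.59, or 0.05 with normexp and 0.37 in the Cy5 channel alone). *MEK1*, which codes for a kinase of meiotic recombination, changed by -5.20 and -5.25, while *REC102* was under both floors in every spot and carries no change. For 7 of the 27 genes at each time, Cy3 was under the floor in every spot of both arrays compared, so their changes depend on the floors. Genes of the TCA cycle had a median change of -1.60 and -2.26, with 11 and 12 of 12 genes lower; *FUM1*, which codes for fumarase, changed by -3.81 and -4.62. Genes of gluconeogenesis and acetate use had a median change of -1.29 and -2.15, with 13 and 14 of 18 lower and 0 higher. *CAT2*, which codes for carnitine acetyltransferase, changed by -4.13 and -4.90, and *ICL1*, which codes for isocitrate lyase, by 0.36 and 0.44, or -0.36 and -0.87 with loess. Nitrogen catabolite repressed genes had a median change of -0.89 and -1.13, with 8 and 11 of 14 lower and 1, *DUR12*, higher at both times (2.25 and 2.16).

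Genes of ribosomal proteins had a median change of 3.87 at 20 minutes and 4.49 at 40 minutes, with 127 and 128 of 133 genes higher and 3 and 2 lower. *RPL26B* changed by 5.27 and 6.86, and *RPS21A* by -1.17 and -0.73. Of the 132 genes with a Cy5 intensity of 30000 or less at 6 hours, 116 were above it at 20 minutes and 115 at 40 minutes. Whether the sizes of these changes are measured in full at such intensities was not tested. The 133 include *RPP1* (2.66 and 2.66), which codes for a subunit of RNase P and not for a ribosomal protein, but was on the list fixed before the data were examined. Many of these genes have a near-identical copy whose RNA can bind the same spot.

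Genes of rRNA processing had a median change of 3.80 at 20 minutes and 3.59 at 40 minutes, with 30 of 32 higher at both times and 0 lower. *NSR1*, which codes for nucleolin, changed by 5.88 and 6.79 and *GAR1* by 5.39 and 5.51, whereas *SOF1* changed by 0.08 and -0.20. The tables argue against dye bias that depends on signal, since the smaller median change with loess was 3.47, and against centring, since both medians lay at the 100.0 percentile of random lists. The share of the list above a Cy5 intensity of 30000 at 6 hours was 0.0, so its 6-hour values were not in the bright range. Genes that rise by this much start low, so this share could hardly have been otherwise and decides nothing about the rise. Of the 32 genes, 8 were above 30000 at 20 minutes and 5 at 40 minutes, and their changes may not be measured in full. The 2 YPD arrays are separate slides whose ratios correlate with r = 0.96 across genes, so an effect of a single YPD slide does not account for both medians; the 6-hour slide that they share, the time that passed and the change of medium remain open.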

How the results depend on the processing

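Of the main counts and medians under the planned settings, 235 counts were within 1.5 times the main one and 240 values moved by less than the spread, while 25 counts and 33 values moved further; among single genes 1883 values stayed, 360 moved and 3 reversed, and among the medians of other lists 114 stayed, 26 moved and 4 reversed. The spread set for a list median was the pooled SD between duplicate spots of a single gene's change, 0.23 at 20 min and 0.24 at 40 min. This is a lenient limit for medians over many genes. The tally also counts settings that can hardly move a value, such as the omission of the few saturated spots. No main count or median reversed as a called value, although the median of the spore wall genes, which is near 0, turned negative under several settings. The median change of the division genes ranged from -1.64 to -1.24 at 20 min and from -2.20 to -1.59 at 40 min over all settings. Signal over background limits the genes dim in either channel, whose ratios depend on the floor, and a loss of response in bright spots, which was not tested directly, may limit the brightest. The median change of all genes itself moved with the scaling, from -0.50 to -0.13 at 20 min and from -0.48 to -0.05 at 40 min. No paired analysis was possible because each time point has 1 array and no test was made. Except where genes or spots were left out or a limit was changed, the cause was not tested. Values below that moved further are median changes of lists, or single genes and smaller lists whose sign reversed.

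With normexp, the counts were mid-sporulation genes higher (5 at 40 min), and the log2 values were regulators and others (-0.82 at 40 min), spore wall genes (-0.53 at 40 min), early genes (-3.41 at 20 min), late genes (-0.42 at 40 min), rRNA processing (4.05 at 20 min) and *DIT2* (-0.42 at 40 min). With loess, the log2 values were the TCA cycle (-2.13 at 20 min and -2.63 at 40 min), early genes (-2.89 at 20 min and -3.23 at 40 min), gluconeogenesis (-1.83 at 20 min and -2.56 at 40 min), nitrogen genes (-1.37 at 40 min) and ribosomal proteins (3.29 at 20 min and 3.65 at 40 min). With normexp and loess together, the counts were mid-sporulation genes higher (10 at 20 min and 4 at 40 min) and mid-sporulation genes within 1.3-fold (14 at 40 min), and the log2 values were the log2 ratio of *SUM1* (-1.96 at 6 h), mid-sporulation genes (-1.30 at 40 min), regulators and others (-0.89 at 40 min), spore wall genes (-0.62 at 40 min), the TCA cycle (-2.14 at 20 min and -2.63 at 40 min), gluconeogenesis (-1.83 at 20 min and -2.57 at 40 min), late genes (-0.28 at 40 min), ribosomal proteins (3.36 at 20 min and 3.72 at 40 min) and *DIT2* (-0.28 at 40 min). Without spots under the floor, the counts were mid-sporulation genes within 1.3-fold (16 at 20 min and 5 at 40 min), and the log2 values were mid-sporulation genes (-0.75 at 20 min) and spore wall genes (-0.21 at 40 min). In the Cy5 channel alone, the counts were mid-sporulation genes higher (1 at 20 min), and the log2 values were mid-sporulation genes (-0.72 at 40 min), the TCA cycle (-1.61 at 40 min), early genes (-2.84 at 20 min), gluconeogenesis (-1.46 at 40 min) and *RME1* (0.12 at 40 min). In the authors' deposited values, the log2 values were PKA subunits (0.17 at 20 min and 0.98 at 40 min). There 1 PKA gene counted as lower at each time, against 2 in the main setting. The median was then close to the change of *BCY1* (0.21 and 0.96 in the main setting), so its sign rests on 1 gene of a list of 4. Without spots of low signal-to-noise ratio, the counts were mid-sporulation genes within 1.3-fold (16 at 20 min) and mid-sporulation genes higher (11 at 40 min), and the log2 values were mid-sporulation genes (-0.68 at 20 min), spore wall genes (-0.36 at 40 min) and early genes (-3.11 at 40 min). There the value of mid-sporulation, spore wall and prospore membrane, median change, 20 min was -0.073. On the second spot only, the counts were mid-sporulation genes higher (10 at 20 min). With a fold limit of 2 (1.5 for stable genes), the counts were mid-sporulation genes higher (3 at 20 min and 7 at 40 min), mid-sporulation genes within 1.5-fold (41 at 20 min and 17 at 40 min), induced genes higher (86 at 20 min and 96 at 40 min) and induced genes within 1.5-fold (313 at 40 min). With a fold limit of 1.5 in place of 2, the count given for all genes lower by 2-fold after transfer, both times became 2180. With induced genes picked as at least 4-fold above the reference at 6 h, the counts were sporulation-induced genes at 6 h (558), sporulation-induced genes by class after transfer, lower, 20 min (310), sporulation-induced genes by class after transfer, higher, 20 min (38), sporulation-induced genes by class after transfer, within, 20 min (144), sporulation-induced genes by class after transfer, lower, 40 min (378), sporulation-induced genes by class after transfer, higher, 40 min (64) and sporulation-induced genes by class after transfer, within, 40 min (70). In the same Cy5 channel, 1490 of all genes were higher and 1446 lower by 2-fold at 40 min, against 1206 and 1878 for the ratio.

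Both further settings were chosen after seeing the data. With the mean over the buffer spots as the floor, the counts were mid-sporulation genes higher (0 at 20 min and 2 at 40 min), mid-sporulation genes within 1.3-fold (14 at 40 min), induced genes higher (72 at 20 min and 49 at 40 min), induced genes within 1.3-fold (214 at 20 min and 130 at 40 min) and all genes higher by 2-fold (713 at 40 min and 662 at both times), and the log2 values were the log2 ratio of *SUM1* (-1.46 at 6 h and -1.70 at 20 min), mid-sporulation genes (-1.50 at 40 min), division genes (-1.64 at 20 min and -2.20 at 40 min), regulators and others (-0.97 at 40 min), spore wall genes (-0.59 at 40 min), the TCA cycle (-2.17 at 20 min and -2.93 at 40 min), early genes (-2.58 at 20 min and -2.50 at 40 min), gluconeogenesis (-1.76 at 20 min and -2.56 at 40 min), nitrogen genes (-0.77 at 40 min), rRNA processing (3.30 at 20 min and 2.47 at 40 min), ribosomal proteins (3.30 at 20 min and 3.82 at 40 min), *SPS100* (0.14 at 40 min), *RAD55* (0.14 at 40 min), *FLO11* (0.024 at 40 min), *RME1* (0.16 at 20 min and 0.14 at 40 min), *DIT2* (-0.13 at 40 min) and *DTR1* (-0.64 at 40 min). Without genes above a Cy5 intensity of 30000 at 6 h, the counts were mid-sporulation genes lower (16 at 20 min and 18 at 40 min), mid-sporulation genes higher (1 at 20 min and 0 at 40 min) and mid-sporulation genes within 1.3-fold (0 at 20 min and 1 at 40 min), and the log2 values were mid-sporulation genes (-1.34 at 20 min and -1.70 at 40 min), spore wall genes (-1.10 at 20 min and -1.33 at 40 min), the TCA cycle (-2.29 at 20 min and -2.80 at 40 min), gluconeogenesis (-2.31 at 20 min and -2.81 at 40 min) and nitrogen genes (-1.41 at 40 min).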

Differences from the paper's values

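Of 51 values of 24 genes in the part of the study's table held here, 1 differs from the value computed here by more than the spread. That table holds the same numbers as the deposited values, from which the floors used here were recovered. The agreement was therefore largely fixed in advance and is no independent check. For *ADY2*, an acetate transporter gene, the paper's change after 40 minutes in YPD is 0.69 and that here is 0.18, with the 2 spots far apart (SD 0.67). Among the alternatives set before the data were examined, the value falls within the spread of the paper's without spots of low signal-to-noise ratio (0.71) and on the second spot only (0.65). The authors' deposited values (0.69) are the same numbers as the study's table and are no separate comparison. It does not with normexp (0.23), loess (-0.74), both together (-0.74), without spots under the floor (0.20), in the Cy5 channel alone (0.40), on the first spot only (-0.30), without saturated spots (0.18), for genes with Cy5 above the floor (0.18) or centred on genes outside the lists (0.22).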

Other observations

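Of the tests below, those on the division genes alone and on the spore wall genes were chosen after the result was seen.

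Single genes of sugar uptake, stress and growth control had large changes in Δ*sum1* cells, although the medians of most of these lists lay within those of random lists. In the list of hexose transport and phosphorylation, 3 of 10 genes were lower and 5 higher at 20 minutes, and 3 lower and 4 higher at 40 minutes, with a median change of 0.90 and -0.09 (percentiles 93.0 and 52.6). The low-affinity glucose transporter genes *HXT1* and *HXT3* changed by 3.35 and 2.38 and by 2.82 and 3.09, whereas the hexokinase gene *HXK1* changed by -4.18 and -4.17. Of 17 genes of the environmental stress response, 12 were lower at each time and 0 were higher, with a median change of -0.87 and -1.33 (percentiles 3.47 and 0.56 of matched random lists). The chaperone gene *HSP42* changed by -4.50 and -5.31 and *HSP12* by -1.76 and -2.51. Of 10 genes of mitotic G1 and S phase, 3 were lower and 1 was higher at each time, with a median change of -0.25 and -0.22 (percentiles 56.2 and 63.0). The gene that was higher, the G1 cyclin gene *CLN3*, changed by 2.96 and 3.57. In the rows held of the paper's wild-type table, the paper's change of *CLN3* after 20 minutes in YPD is 2.40 for cells moved at 2 hours and 0.82 for cells moved at 6 hours, on arrays of other versions. Of the genes of PKA subunits, *TPK2* changed by -2.08 and -2.36, *TPK3* by 1.57 and 1.46 and *BCY1* by 0.21 and 0.96 (-0.42 with loess at 20 minutes and 0.02 in the Cy5 channel alone at 40 minutes). With the mean over the buffer spots as the floor the changes of *TPK3* were 0.46 and 0.25.

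Of the 3 late sporulation genes, *DIT1*, which codes for an enzyme of dityrosine synthesis, changed by 1.24 and 2.78, and *DIT2* by -0.15 and 0.60 (-0.42 at 40 minutes with normexp). *SPS100* changed by 0.08 and -0.74, with an SD between its 2 spots of 2.01 at 20 minutes. Of the 13 haploid-specific and mating genes, 2 were lower and 2 higher at 20 minutes and 3 lower and 5 higher at 40 minutes, with a median change of -0.17 and 0.02. *HO*, which codes for the mating-type endonuclease, changed by 2.49 and 2.45. Among the 6 other genes that the paper names, 1 was lower and 1 higher at 20 minutes and 2 were lower and 1 was higher at 40 minutes; *HAM1* changed by 1.52 and 1.61 (0.31 at 40 minutes with the mean over the buffer spots as the floor). Over all genes the highest 10 included *NSR1*, *MRT4*, *URA1* and 4 genes of ribosomal proteins, and *URA1*, which codes for dihydroorotate dehydrogenase, changed by 5.53 and 6.10. The lowest 10 included *IME1*, *HOP1*, *CIT3*, *ICL2* and *CTR3*, and the copper transporter gene *CTR3* changed by -5.80 and -6.10, the latter with 1 of its 2 Cy5 spots under the floor.

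For rRNA processing, 7 listed genes have every value in the rows held of the paper's wild-type table. Their median change after 20 minutes in YPD is 3.38 here in Δ*sum1* cells moved at 6 hours, and the paper's is 1.75 for wild-type cells moved at 2 hours, 1.09 at 6 hours and 0.47 at 9 hours. With *NOP1*, which has no wild-type value at 6 hours, the medians over 8 genes are 3.03 here and 2.235 at 2 hours and 0.93 at 9 hours in wild type, closer together. Whether strains differ was not tested, with 1 array for each value. The wild-type arrays were of other versions (6.4K1 v2 at 2 hours, 6.4Kv2 at 6 and 9 hours) than those of Δ*sum1* cells (6.4Kv4), so array version and strain cannot be told apart. For committed cells the paper reports that many rRNA processing genes did not rise in YPD and that gluconeogenesis genes did not fall. Here the median of the first list was higher and that of the second lower. Whether these Δ*sum1* cells were committed at 6 hours is not known.

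Division genes were lower after transfer at both times, whereas over all 81 mid-sporulation genes the median was low among random lists at 40 minutes only. The division list was drawn in part from genes that the paper names as repressed in YPD. For the division genes the tables argue against dim Cy3 spots, since the higher of the 2 median changes in Cy5 alone was -1.24, and against centring, since both percentiles were 0.0. Over all 81 genes both remain open at 20 minutes, when the median change in Cy5 alone was -0.205 and the median lay at the 27.4 percentile of random lists. For spore wall genes a loss of response in bright Cy5 spots may hide a lower level, and this stays open. The 6 genes with a Cy5 intensity of 30000 or less at 6 hours had median changes no higher than -1.10. They were also less induced, with a median log2 ratio of 1.95 at 6 hours against 5.76. Bright early sporulation genes were lower by medians of -2.68 and -3.95, but only 1 of 7 was still above 30000 at 20 minutes and 0 at 40 minutes. Among bright spore wall genes 23 and 13 of 32 were, so the early genes cannot show how genes that stay bright are measured. Progress of sporulation over the added time cannot be told apart from the change of medium without cells kept in SPM; the median of the 3 late sporulation genes at 40 minutes, 0.60, is that of *DIT2*, whose Cy3 spots were under the floor on every array, and it turned to -0.42 with normexp, so it decides nothing.

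Over all 6218 genes, 1621 were lower by 2-fold at 20 minutes and 1878 at 40 minutes, with 1413 at both times against 490 for independent lists, and 1197 and 1206 were higher, with 1028 at both against 232. The balance depends on the setting. At 40 minutes 1490 were higher and 1446 lower in the Cy5 channel alone, and 713 were higher with the mean over the buffer spots as the floor. Both comparisons share the array at 6 hours: noise between duplicate spots alone gave 0.0 genes at both times in either direction, so the smaller count over the simulated one, taken as at least 1, is 1028. The changes correlated across genes with r = 0.95 (covariance 2.59), against 0.40 (covariance 0.01) in the simulation, and genes are not independent replicates. Picking induced genes on one spot and measuring on the other kept at least 0.995 of the number lower. Neither comparison excludes noise of the whole 6-hour array, which duplicate spots share, and part of both counts could come from it.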
